# Cancer hotspot mutations rewire ERK2 specificity by selective exclusion of docking interactions

**DOI:** 10.1016/j.jbc.2025.108348

**Published:** 2025-02-25

**Authors:** Jaylissa Torres Robles, Amy L. Stiegler, Titus J. Boggon, Benjamin E. Turk

**Keywords:** protein kinases, mitogen-activated protein kinases, short linear motifs, substrate specificity, cell signaling

## Abstract

The protein kinase ERK2 is recurrently mutated in human squamous cell carcinomas and other tumors. ERK2 mutations cluster in an essential docking recruitment site that interacts with short linear motifs found within intrinsically disordered regions of ERK substrates and regulators. Cancer-associated mutations do not disrupt ERK2 docking interactions altogether but selectively inhibit some interactions while sparing others. However, the full scope of disrupted or maintained interactions remains unknown, limiting our understanding of how these mutations contribute to cancer. We recently defined the docking interactome of wild-type ERK2 by screening a yeast two-hybrid library of proteomic short linear motifs. Here, we apply this approach to the two most recurrent cancer-associated mutants. We find that most sequences binding to WT ERK2 also interact with both mutant forms. Analysis of differentially interacting sequences revealed that ERK2 mutants selectively lose the ability to bind sequences conforming to a specific motif. We solved the co-crystal structure of ERK2 in complex with a peptide fragment of ISG20, a screening hit that binds exclusively to the WT kinase. This structure demonstrated the mechanism by which cancer hotspot mutations at Glu81, Arg135, Asp321, and Glu322 selectively impact peptide binding. Finally, we found that cancer-associated ERK2 mutations had decreased activity in phosphorylating GEF-H1/ARHGEF2, a known ERK substrate harboring a WT-selective docking motif. Collectively, our studies provide a structural rationale for how a broad set of interactions are disrupted by ERK2 hotspot mutations, suggesting mechanisms for pathway rewiring in cancers harboring these mutations.

The RAS-RAF-MEK-ERK signaling cascade is activated downstream of growth factor receptors and is integral to regulating cell growth, proliferation, and survival (1). Oncogenic mutations in the RAF and RAS gene families found in approximately 30% of human cancers constitutively activate the pathway, and inhibitors targeting each of the core components of the cascade are in current use or in clinical trials as anti-cancer drugs (2, 3). While less frequent than mutations of upstream components of the pathway, recurrent mutations in the *MAPK1* gene encoding ERK2 are found in ∼8% of cervical squamous cell carcinomas, ∼1% of head and neck squamous cell carcinomas (HNSCC), and occasionally other tumor types (4, 5, 6, 7). *MAPK1* mutations at overlapping sites are also associated with a rare neurodevelopmental RASopathy disorder (Noonan Syndrome 13) (8). In HNSCC the most recurrent mutation, ERK2^E322K^, has been associated with exceptional response to the epidermal growth factor receptor (EGFR) inhibitor erlotinib, suggesting ERK mutation may predict susceptibility to similar agents in current clinical use (9, 10). How ERK2 mutation sensitizes cells to EGFR inhibitors is unclear, partly because the full impact of these presumptively gain-of-function (GOF) mutations is unknown (11).

Unlike cancer-associated mutations in other kinases, recurrent ERK2 mutants are not intrinsically hyperactive. Though distributed throughout the primary sequence, the most recurrent mutations (E81K, R135K, D321N, and E322K) map to a three-dimensional hotspot at the so-called common docking (CD) site within the ERK2 catalytic domain (Fig. 1, *A* and *B*). This site is located at one end of the docking recruitment site (DRS), a shallow groove opposite the catalytic cleft that serves as a hub for interactions integral to ERK signaling (Fig. 1*B*) (12). The DRS binds to short linear sequence motifs termed docking sites (or D-sites), often found in intrinsically disordered regions of interacting proteins (13). The DRS comprises a negatively charged CD site and four hydrophobic pockets (Φ_A_ ,Φ_B_, Φ_L_, Φ_U_). Complementary to the DRS, validated docking sites generally conform to a consensus sequence consisting of a basic (β) patch linked to a hydrophobic (ϕ) motif by a variable linker (β_2-3_-x_1-6_-ϕ-x-ϕ). A number of docking motif classes have been previously described based on their bound conformations and selectivity toward ERK and other mitogen-activated protein kinases (MAPKs) (14, 15, 16, 17, 18). Functionally important docking sequences are found among ERK activators (MAP2K1/2, collectively called MEK), substrates (RSK1, ELK1), and inactivating phosphatases (dual specificity phosphatases [DUSPs], and protein tyrosine phosphatases [PTPs]). Accordingly, the DRS is considered essential to ERK signaling.

**Figure 1:**
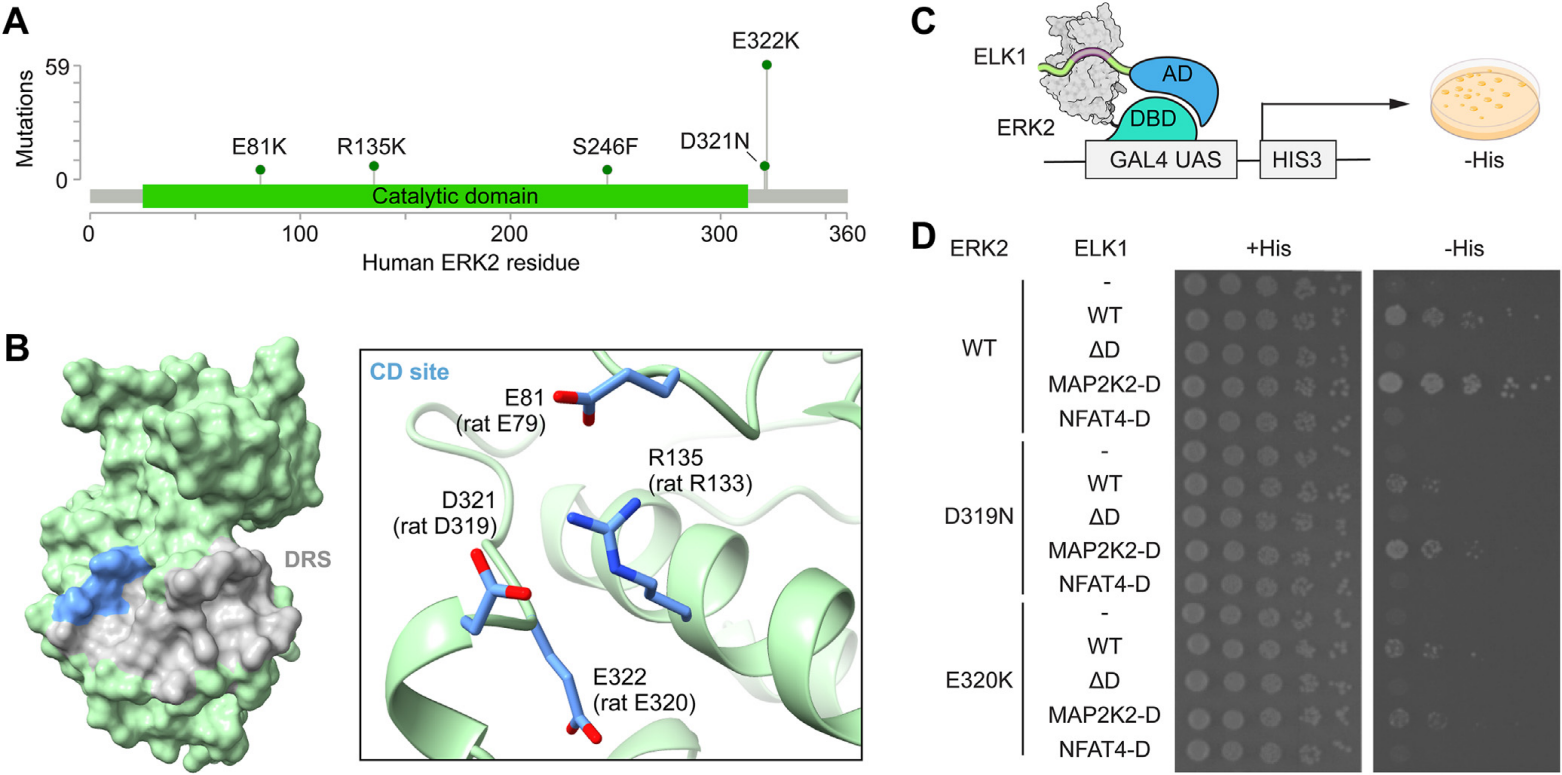
**Detecting interactions with ERK2 hotspot mutations by Y2H growth assay.***A*, lollipop diagram generated using the cBioPortal (6) MutationMapper tool shows *MAPK1* missense mutations observed in at least 5 tumors as reported in the COSMIC database (53). *B*, ERK2 structure (PDB accession code: 2ERK) with the DRS shaded and CD site indicated in blue. The inset shows sites of cancer-associated hotspot mutations in the CD site (blue sticks). *C*, scheme of the docking interaction-dependent ERK2-ELK1 Y2H system. *D*, Y2H spotting assay on solid media. Spots show growth of serially diluted cultures of strains co-expressing indicated variants of ERK2 and ELK1 under selective (−His + 50 μM 3-AT) and non-selective (+His) conditions.

While mutation of a key interaction hub might be expected to be disruptive, multiple lines of evidence suggest that ERK2 docking groove mutations are instead GOF. ERK2^D321N^ for example recapitulates the *sevenmaker* mutation, a GOF allele of the *Drosophila melanogaster* ERK ortholog identified in a forward genetic screen for modulators of growth factor signaling (19). Furthermore, in comparison to the WT allele, ERK^E322K^ had an increased ability to transform fibroblasts, and mouse ERK2^D319N^ (equivalent to human D321N) had enhanced capacity to induce epithelial-to-mesenchymal transition, cell invasion, and transcription factor activation in breast epithelial cells (20, 21). In addition, a saturation mutagenesis screen in melanoma cells for GOF ERK2 alleles returned all cancer hotspot mutations, and docking groove mutations can promote resistance to BRAF or MEK inhibitors (5, 22). The prevailing model for why these mutants are GOF is that their impact on docking interactions is selective: while some binding to MEK is maintained, there is effectively complete disruption of docking to both DUSP and PTP-type MAPK phosphatases including the key negative regulator MKP3 (DUSP6) (5, 21, 23, 24, 25, 26, 27). However, it is also the case that hotspot mutations cause selective loss of interactions with substrates. For example, ERK2 mutants fail to interact with RSK1, a major ERK substrate thought to have critical roles in cell growth and survival, yet maintain phosphorylation of ELK1, MBP, and c-Jun (5, 24, 28, 29). Decreased phosphorylation of some substrates may explain why the ERK2^D321N^ mutation can impair function in some cases, for example, in driving resistance to KRAS inhibition in pancreatic cancer cells (30). Collectively, these prior observations suggest that cancer-associated ERK2 mutations rewire signaling output, resulting in partial GOF that can support tumor growth in some contexts. How these mutations change ERK2 docking site specificity is fundamental to understanding their contribution to promoting cancer and drug susceptibility, but there is currently no way to predict which interactions will be broken and which will be spared.

To determine the scope of interactions maintained or disrupted by cancer-associated ERK2 mutants, in this study, we screened a library of thousands of human protein fragments to identify those binding differentially to WT and mutant ERK2. We found that most sequences interacting with WT ERK2 are maintained upon ERK2 mutation. Docking sites binding exclusively WT ERK2 conform to a distinct sequence motif from common binders. Through structural and biochemical studies, we identified molecular features dictating selective loss of binding to ERK2 mutants. These results establish rules allowing one to infer differentially interacting sequences by inspection. ERK2 substrates harboring these sequences are likely dispensable for tumorigenesis, and their decreased phosphorylation may underlie the transforming potential of cancer-associated ERK2 mutants.

## Results

### Defining the scope of docking interactions for ERK2 cancer mutants

To examine how cancer-associated CD site mutations affect the scope of ERK2 docking interactions, we adopted a Y2H strategy that we previously applied to define the D-site interactome of WT ERK2 (15). This system reports on interactions between ERK2 and a fragment of its substrate ELK1 that harbors a docking site essential for binding (Fig. 1*C*). The system thus evaluates the binding of potential sequences by substituting them for the native ELK1 docking site. We transformed Y2H strains with a bait plasmid expressing the Gal4 DNA-binding domain (DBD) fused to WT or CD mutant forms of rat ERK2 (R133K, D319N or E320K, equivalent respectively to human R135K, D321N and E322K), along with a prey plasmid expressing Gal4 activation domain (AD) fused to the ELK1 fragment harboring various docking site sequences. We then assayed these strains for growth on solid media under non-selective (+His) and selective conditions (−His) to detect interactions (Fig. 1*D*). Docking sequences from ELK1 itself (ELK1^WT^) or MAP2K2 (ELK1^MAP2K2-D^) appeared to interact with all ERK2 variants. Yeast growth rates associated with ELK1^WT^ were somewhat lower for each of the CD mutants in comparison to WT ERK2, suggesting reduced binding as has been reported previously for ERK2^D319N^ (31). Similarly, D319N and E320K mutation reduced, but did not eliminate, the interaction with ELK1^MAP2K2-D^. As controls, we observed no growth when the ELK1 D-site was mutated (ELK1^ΔD^) or substituted with a sequence selective for c-Jun N-terminal kinase (JNK) (ELK1^NFAT4-D^). Altogether, these results confirm the applicability of this system to define potential changes between WT and CD mutant ERK2 interactomes.

We previously used the Y2H system to screen WT ERK2 against a pooled library of 11,756 ELK1 variants incorporating potential docking sites from the human proteome (15). To identify interacting sequences either gained or lost upon ERK2 CD site mutation, we screened the same library against ERK2^D319N^ and ERK2^E320K^. Yeast expressing ERK2 mutant bait plasmids were transformed with the ELK1 library pool and subjected to competitive growth under selective (−His) and non-selective conditions (+His) in parallel. Cultures were sampled periodically over ∼7 population doublings. The DNA sequence encoding the variable docking site region was PCR amplified and analyzed by next-generation sequencing (Fig. 2*A*, Dataset S1). 

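Growth of each strain in the pool was read as the share of sequencing reads that its D-site, a docking sequence of 14 residues placed in ELK1, took in a culture. For the ERK2 D319N screen, reads of 1858 of the 11756 D-sites of the library were analysed, the first ones listed in Dataset S1. They came from 3 independent experiments, each with 1 library at the start and 1 library from −His and from +His medium at 3.6 and at 7.2 population doublings. The deposited primer list described 18 of the libraries, 9 from yeast with ERK2 D319N and 9 from yeast with ERK2 E320K. It paired 4 forward barcodes with 3 reverse indexes, and each reverse index marked 1 time point. Reads of the ERK2 E320K libraries were not analysed here. The median number of reads per listed D-site was 2639 to 5603 at the start and 1059 to 2789 in +His medium at 7.2 doublings. In −His medium it was 1124 to 1806 at 3.6 doublings and 181 to 553 at 7.2 doublings. The listed D-sites together had 5316361 to 11252192 reads at the start and 469312 to 1429314 in −His medium at 7.2 doublings, which are totals of a part of the library and not its depth. Every listed D-site had at least 148 reads at the start, and the lowest count in −His medium at 7.2 doublings was 4. The counts are PCR reads, and whether copies of 1 molecule were collapsed is not given in the sources used here, so counting errors derived from them cover counting alone. The score of a D-site in a culture was the slope of ln(F_t_/F_0_) against doublings with a fitted intercept, centred on the culture's median over the listed D-sites. With equally spaced samplings this slope rests on the first and the last library. Scores in −His and +His medium were compared by limma, adjusted over the 1858 D-sites by the Benjamini-Hochberg method, and called at an adjusted p under 0.05.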

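In yeast with ERK2 D319N grown in −His medium, the D-site of EPM2A (from residue 211 of the listed protein) became 81.4 times as frequent relative to the median D-site by 7.2 doublings. Its ln(F_t_/F_0_) relative to that median was 4.40 ± 0.516 (SD, n = 3 experiments). The D-site of KIAA0556 (from residue 769), a protein of the cilium base, had a value of 4.08 ± 0.191 (SD, n = 3), a 59.0-fold change. PIGN (from residue 378), an enzyme of glycosylphosphatidylinositol anchor synthesis, had 3.61 ± 0.799 (SD, n = 3), a 37.1-fold change. Most of this change lay in the last interval. For 10 D-sites whose score was more than 3 standard deviations above the mean in each experiment, the median ln(F_t_/F_0_) at 3.6 doublings was 0.0347, 0.0292 and 0.116 in experiments 1, 2 and 3. At 7.2 doublings it was 2.65, 2.88 and 2.92. The same D-sites in +His medium at 7.2 doublings had medians of −0.0694, −0.0520 and −0.0257. The 10 D-sites were picked by their last time point, so the interval before it is the part that the choice did not fix.

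**Figure D1:**
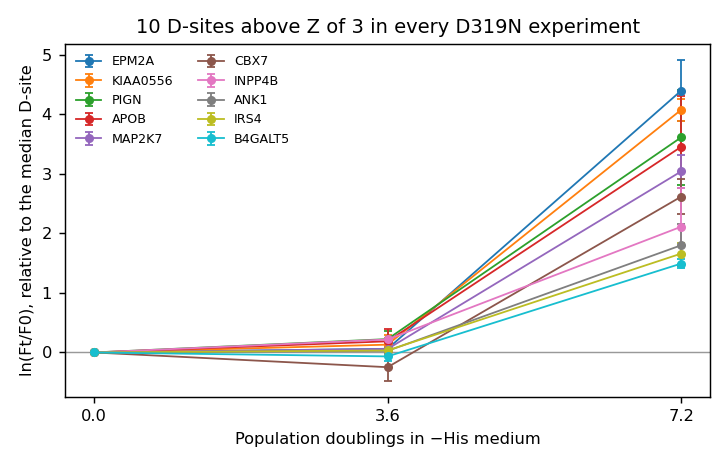
ln(F_t_/F_0_) relative to the culture's median D-site against population doublings, in −His medium of the ERK2 D319N screen. The D-sites shown had a score more than 3 standard deviations above the mean in each of 3 experiments. The values in −His medium lie near 0 at 3.6 doublings and have medians of 2.65 to 2.92 at 7.2 doublings.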

The change in sequence abundance over time was fitted to an exponential function to assign an enrichment score (ES) to each docking site, where a higher ES indicates a greater increase in sequence abundance as the population grows. 

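With ERK2 D319N, 127 of the 1858 listed D-sites had a higher score in −His than in +His medium, 45 had a lower one, and 1686 did not pass the test. All 127 were higher in 3 of 3 experiments. KIAA0556 had the smallest adjusted p, with a score of 0.566 ± 0.0265 (SD, n = 3 experiments) in −His and −0.00489 ± 0.00569 (SD, n = 3) in +His medium (difference 0.571, SE 0.0159, adjusted p = 2.18e-08). EPM2A had the highest score, 0.611 ± 0.0716 (SD, n = 3) in −His against −0.0329 ± 0.0173 (SD, n = 3) in +His medium (adjusted p = 1.48e-06). B4GALT5 (from residue 2), a Golgi galactosyltransferase, scored 0.207 ± 0.00977 (SD, n = 3) against −0.0446 ± 0.0109 (SD, n = 3), with an adjusted p of 2.85e-06. The standard deviation over the listed D-sites was 0.0485 per doubling in −His and 0.0181 in +His medium, and the highest mean scores were 0.611 and 0.0920. The calls are relative to the median D-site of each culture. Without this centring 67 D-sites were higher and 580 lower, at a median difference of −0.0331. The count of higher D-sites was 62 without experiment 1, 84 without experiment 2 and 29 without experiment 3, and that of lower D-sites 6, 13 and 0 (147 at an unadjusted p under 0.05 by limma).

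**Figure D2:**
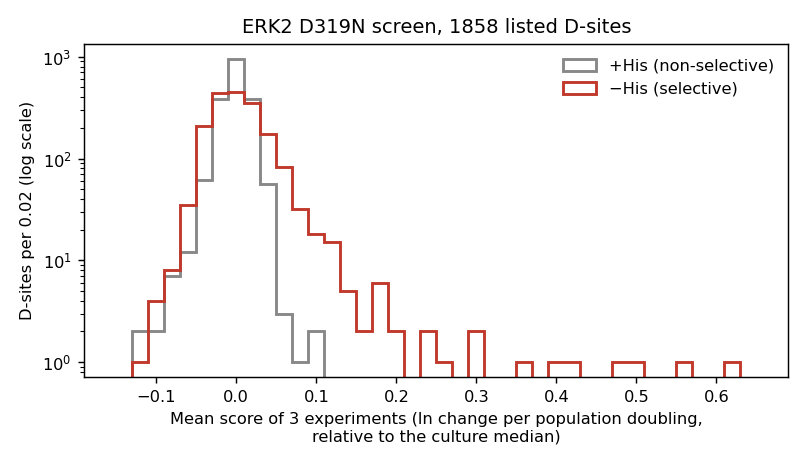
Number of listed D-sites (log axis) by mean score per population doubling over 3 experiments of the ERK2 D319N screen, in −His and +His medium. The −His scores reach 0.611 and the +His scores 0.0920.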

A significant enrichment of docking site sequences was observed only under selective conditions (Figs. 2*B*, S1). For each mutant, we observed generally good reproducibility across three independently conducted screens albeit with some sequences enriched in only a single replicate (Fig. S2, *A* and *B*). 

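Among the listed D-sites of the ERK2 D319N screen, 10 scored more than 3 standard deviations above the mean in all 3 experiments, 8 in 2 experiments and 14 in 1 experiment. INSR (from residue 476), the insulin receptor, had −His scores of 0.699, −0.00212 and −0.00660 in experiments 1, 2 and 3. DMD (from residue 1449), which encodes dystrophin, had 0.586, −0.0277 and −0.000319. CPED1 (from residue 877) had −0.0148, 0.441 and 0.746, and MED6 (from residue 174), a subunit of the Mediator complex, had 0.482, 0.0241 and 0.422. In contrast, KIAA0556, above 3 standard deviations in each experiment, had 0.596, 0.547 and 0.556. MLYCD (from residue 11), malonyl-CoA decarboxylase, had even but lower scores of 0.125, 0.132 and 0.123. It is a WT-only hit and was above 3 standard deviations in no D319N experiment. Across the 1858 D-sites, −His scores correlated with Pearson's r of 0.584 between experiments 1 and 2, 0.642 between 1 and 3, and 0.682 between 2 and 3. Spearman's rho was 0.493, 0.543 and 0.469 for the same pairs. In +His medium r was 0.399, 0.414 and 0.449. These correlations are across D-sites, which are not independent replicates, and were not tested. Above 3 standard deviations, experiments 1, 2 and 3 had 20, 23 and 17 D-sites. Experiments 1 and 2 shared 12 of them, and experiment 3 shared 13 with each of the others, where chance gives 0.183 to 0.248 per pair.

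**Figure D3:**
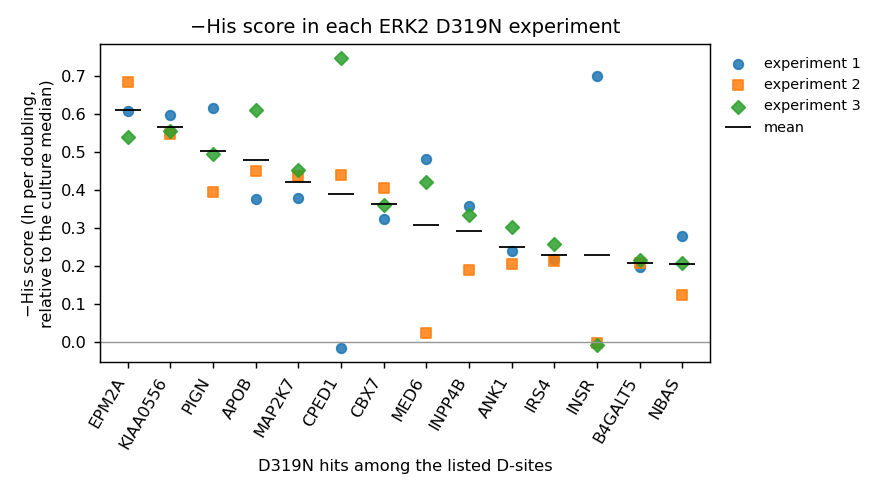
Score in −His medium per population doubling, relative to the culture's median, in each experiment of the ERK2 D319N screen, for the listed D-sites with a mean score more than 3 standard deviations above the mean in Dataset S2. Bars are means of 3 experiments, and INSR reached 0.699 in experiment 1 alone.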

Average ES scores for the E320K and D319N mutant screens were better correlated with each other (R = 0.83) than were average ES scores for either mutant compared to WT ERK2 (R = 0.67 for WT *versus* D319N, R = 0.63 for WT *versus* E320K) (Fig. S2*C*). This suggests that the ERK2 E320K and D319N mutants generally bind to a common pool of sequences and that a select number of sequences bind uniquely to WT.

**Figure 2:**
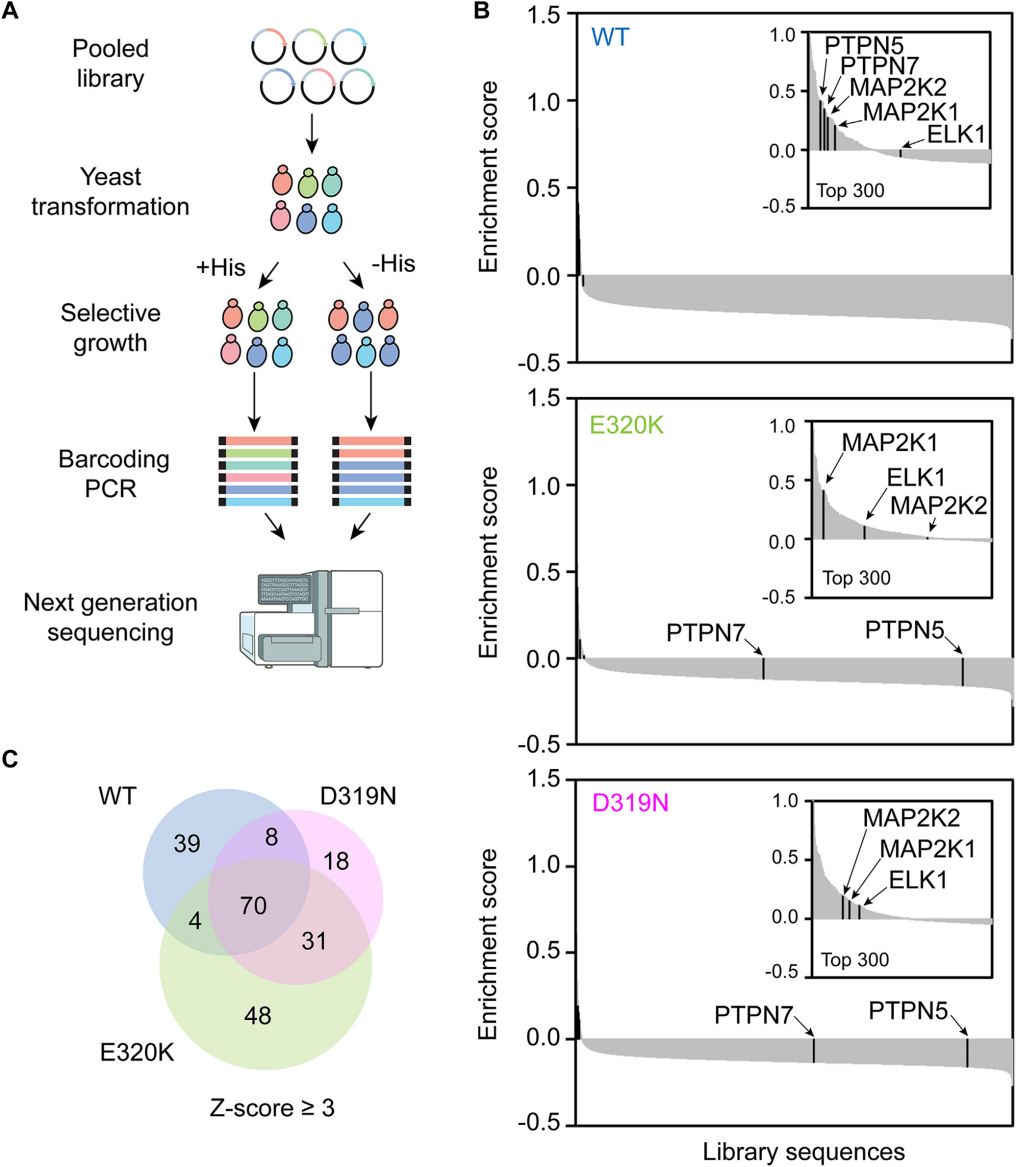
**Y2H Screening.***A*, Y2H screening workflow. The sequencer instrument icon is from NIAID NIH BIOART Source. *B*, waterfall plots depicting average ES from three independent screens for each D-site under selective conditions. Known ERK-interacting D-sites are labeled. Data for WT ERK2 was previously published (15) and shown for comparison. C, Venn diagram indicating overlap in hit sequences (ES Z-score > 3) for the WT and mutant ERK2 screens.

Among the most enriched sequences selected by both CD mutants were the established D-sites from MAP2K1 and ELK1, known to retain interactions with ERK2^D319N^ and ERK2^E320K^ (Figs. 2*B*, S1). In contrast, D-site sequences from the phosphatases PTPN7 and PTPN5, which were enriched in screens with WT ERK2, were depleted in screens with both the D319N and E320K mutants (Fig. 2*B*). These results confirm that the screen recapitulates previously reported interaction patterns of CD mutants with activators, substrates, and regulators of ERK2 (26, 27).

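Of D-sites from 6 kinases of the MAPK cascades in the hit lists, 5 were hits with WT ERK2, 5 with ERK2 D319N and 4 with ERK2 E320K. MAP2K1, MAP2K3 and MAP2K6, kinases that activate MAPKs, were in all 3 lists, MAP2K2 in those of WT and D319N, MAP2K7 in both mutant lists and MAP3K19 in that of WT alone. For MAP2K1 (from residue 3) the paper's Z-scores were 7.96 with WT, 5.54 with D319N and 9.99 with E320K. ELK1 (from residue 315), an ERK-activated transcription factor, had the paper's Z-scores of 4.71 with D319N and 4.26 with E320K and was not in the WT list. MAP2K7 (from residue 38), an activator of JNK, was among the reads analysed for D319N. It scored 0.423 ± 0.0393 (SD, n = 3 experiments) in −His and −0.00567 ± 0.0426 (SD, n = 3) in +His medium, and passed the test (adjusted p = 4.73e-06, higher in 3 of 3 experiments). Adaptors and scaffolds counted 3 WT, 4 D319N and 5 E320K hits. GAB1, GAB2 and MAPK8IP1 were in all 3 lists, and IRS4, an insulin receptor substrate, in both mutant lists. IRS4 (from residue 885) scored 0.231 ± 0.0247 (SD, n = 3) in −His medium with D319N (adjusted p = 1.57e-05). Chromatin regulators, picked by a list of gene symbols, counted 10 WT, 9 D319N and 9 E320K hits, with BAZ1A in the WT list alone. The symbols leave out other chromatin regulators, such as ASXL2 and CHD3, which were hits with both mutants and not with WT. In the group, the Polycomb member CBX7 (from residue 72) scored 0.364 ± 0.0412 (SD, n = 3) with D319N (adjusted p = 2.19e-06 from limma). Zinc finger proteins, picked by ZNF, ZBTB and ZBED symbols alone, counted 5, 6 and 5 hits, and 2 of them were in all 3 lists. Zinc finger proteins with other symbols are not in these counts. The gene groups were set after the lists had been seen, and their counts were not tested.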

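Among genes with DUSP, PTPN or PTPR symbols, 3 had a D-site in the hit lists. PTPN5 and PTPN7 were hits with WT ERK2 alone, and PTPRE was a hit with all 3 forms. PTPN5 (from residue 242) and PTPN7 (from residue 41) are tyrosine phosphatases that act on MAPKs, and the paper's Z-scores for them with WT were 10.2 and 9.09. PTPRE (from residue 431), a receptor-type tyrosine phosphatase, had the paper's Z-scores of 8.60 with WT, 15.0 with D319N and 15.9 with E320K. It ranked 28 in the WT list, 5 in the D319N list and 3 in the E320K list. ELK, RPS6KA and MKNK genes and ARHGEF2 were counted as ERK substrates and effectors, a short list of symbols that may leave out others. They had 2 D-sites in the hit lists. Of these, that of ARHGEF2, which encodes GEF-H1, was a hit with WT alone. A D-site outside a list had a Z-score of at most 3, which covers weak enrichment as well as depletion.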

To compare sequences selected by CD mutants with those selected by WT ERK2, we defined those sequences with an ES equal to or higher than three standard deviations from the mean (Z > 3) as hits. 

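In the part of the ERK2 D319N screen analysed from reads, 22 of 1858 D-sites had a mean −His score more than 3 standard deviations above the mean of that part. These included all 14 listed D-sites of the D319N hit list. Of the 14, 11 also passed the test against +His medium. As hits they were chosen by the −His score of the same experiments, so the test is not independent evidence. ANK1 (from residue 1140), a membrane skeleton protein, passed with a difference of 0.264 (SE 0.0220, n = 3 experiments, adjusted p = 9.69e-05 from limma). NBAS (from residue 54) scored 0.205 ± 0.0774 (SD, n = 3), with an adjusted p of 0.00468, which was 0.133 without experiment 3. INSR, CPED1 and MED6 did not pass, with adjusted p-values of 0.385, 0.136 and 0.0677. With the experiment as a block, CPED1 and MED6 passed, at adjusted p-values of 0.0461 and 0.0185, and INSR had 0.217. CPED1 had an adjusted p of 0.00221 without experiment 1, and MED6 of 5.12e-07 without experiment 2. The count was 57 with the median and MAD in place of mean and standard deviation, and 10 when each experiment had to pass alone.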

Using this cutoff, we obtained 121, 127, and 153 hits sequences from the WT, D319N, and E320K screens, respectively (Fig. 2*C*, Dataset S2). Categorizing sequences based on overlap between screens revealed most WT hits also interacted with at least one mutant, with only 32% being unique to WT ERK2. However, a similar fraction (31%) of sequences scoring as hits for both ERK2 mutants did not appear to interact with WT ERK2 (Fig. 2*C*). 

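Of the 121 WT hits, 39 were in neither mutant list, a share of 32.2% (95% Clopper-Pearson interval 24.0 to 41.3%), and 82 were in at least 1 of them. WT and D319N shared 78 hits and WT and E320K 74, where chance gives 1.31 and 1.57 from 11756 D-sites. Of the 39 WT-only hits, 6 were among the reads analysed for ERK2 D319N, and 5 of these were higher in −His than in +His medium with this mutant. HAS3 (from residue 68), a hyaluronan synthase, had a difference of 0.153 (SE 0.0132, adjusted p = 0.000104, higher in 3 of 3 experiments). MLYCD had 0.127 (SE 0.0132, adjusted p = 0.000313), and TACC1 (from residue 229), a centrosomal protein, 0.132 (SE 0.0150, adjusted p = 0.000612). ESR1 (from residue 302), the estrogen receptor, had 0.146 (adjusted p = 0.00193), and ATP8B1 (from residue 814), a lipid flippase, 0.136 (adjusted p = 0.00610). Without experiment 3 the adjusted p was 0.0820 for ESR1 and 0.135 for ATP8B1. TNRC18 (from residue 1996) had a difference of 0.128 and did not pass (adjusted p = 0.113), though it did with the experiment as a block (adjusted p = 0.0251). All 6 were higher in −His medium in 3 of 3 experiments. Their Z-scores with D319N, computed from the reads, were 1.74 for TACC1 to 2.66 for TNRC18. The paper's Z-scores, from the whole library, were 1.20 for TACC1 to 2.02 for TNRC18. These calls are relative to the median D-site of each culture. The paper's mean −His ES with D319N was negative for all 6, from −0.0643 for TACC1 to −0.0236 for TNRC18. Their share of the whole library thus fell under selection.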

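Of 101 D-sites that were hits with both mutants, 31 were not WT hits, a share of 30.7% (95% Clopper-Pearson interval 21.9 to 40.7%). The mutants' overlap of 101 hits compares with 1.65 by chance, and was 79.5% of the D319N hits (71.5 to 86.2%) and 66.0% of the E320K hits (57.9 to 73.5%). The strongest hits of both mutants were not among these 31. All of the top 10 D319N hits and all of the top 10 E320K hits were in all 3 lists. Of the top 10 WT hits, 5 were in all 3 lists and 5 were WT-only. These 5 were the D-sites of AEBP1, a transcriptional repressor, ANAPC5, a subunit of the anaphase-promoting complex, ISG20, an interferon-induced exonuclease, MLYCD, and GLB1L3. From the overlaps between screens, the paper proposes that mutations of the CD site may rewire docking specificity.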

We interpret these results to suggest that CD site mutations may rewire docking specificity.

### Specificity determinants of ERK2 mutants D319N and E320K

To verify binding patterns for WT and mutant ERK2 observed in our screens, we selected several hit D-site sequences for validation *in vitro* as chemically synthesized D-peptides. These included established mutant/WT interactors (ELK1, MAP2K2, MAP2K1), common top hits (ELMSAN1, MLXIPL, CBX7), seven lost interactors that bound only to WT ERK2 in all replicates, and five gained interactors binding only to one or both mutants. We determined relative binding affinities for D-peptides from their potency as competitive inhibitors of WT or mutant ERK2 activity on a D-site-dependent reporter substrate peptide (Table S1, Fig. 3*A*, S3). Most D-sites representing common hits bound all ERK variants with similar affinity (Fig. 3*A*). In contrast, all D-peptides encoding lost interactors had higher affinity for WT ERK2 over ERK2^D319N^ and ERK2^E320K^, with IC_50_ values ranging from 3 to 40-fold lower for the CD mutants (Fig. 3*A*, Table S1). We also examined D-peptide inhibition of ERK2^R133K^, another CD region cancer hotspot mutant that was not evaluated in our Y2H screens. With a single exception, peptides with decreased affinity for ERK2^D319N^ and ERK2^E320K^ likewise bound less tightly to ERK2^R133K^, suggesting a similar impact on docking specificity. Overall, these results verify that docking sites selectively scoring as hits in the WT ERK2 Y2H screen generally have reduced affinity for CD site mutants.

**Figure 3:**
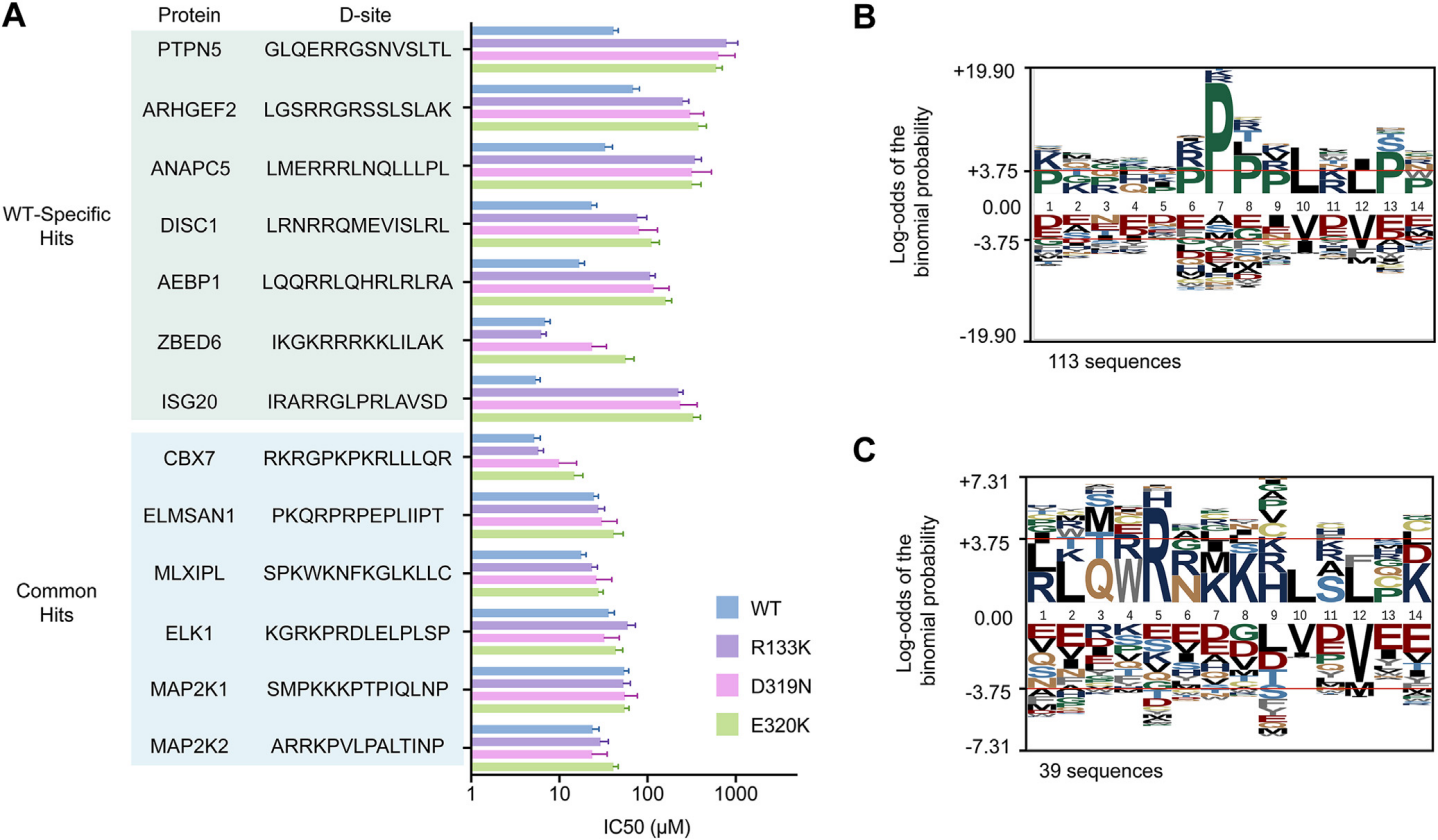
**Quantitative analysis of ERK-peptide interactions.***A*, bar graph showing average IC_50_ values for inhibition of ERK2 WT (*blue*), R133K (*purple*), D319N (*pink*), or E320K (*green*) with the indicated D-peptides. Error bars represent 95% CI from three independent experiments. One peptide (FAAP100) only interacted detectably with WT ERK2 and was excluded from the graph. Source data for all peptides are shown in Fig. S3 and calculated values are in Table S1. *B*, probability logo (pLogo) from multiple sequence alignment of common hits (Z > 3) across all screens. C, pLogo corresponding to hits unique to WT ERK2.

In addition to observing lost interactions, we also found 31 gained interactions, sequences scoring uniquely as hits for ERK2^D319N^ and ERK2^E320K^. However, when tested *in vitro* in competitive kinase assays, D-peptides corresponding to apparent gained interactors uniformly bound weakly to ERK2 and showed no preference for mutant forms over WT (Fig. S4*A*). 

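Of the 31 gained D-sites, 7 were among the reads analysed for ERK2 D319N, and 6 of them were higher in −His than in +His medium. They are D319N hits by the −His scores of the same experiments, so passing was largely fixed by that choice. WT ERK2 was not part of the test, which thus does not bear on a gain over WT. APOB (from residue 2147), apolipoprotein B, scored 0.480 ± 0.120 (SD, n = 3 experiments) in −His and 0.0211 ± 0.0206 (SD, n = 3) in +His medium (difference 0.459, SE 0.0467, adjusted p = 0.000313). PIGN had scores of 0.502 ± 0.111 (SD, n = 3) and 0.00678 ± 0.00831 (SD, n = 3), with a difference of 0.495 (SE 0.0430). INPP4B (from residue 597), a phosphoinositide phosphatase, had a difference of 0.282 (SE 0.0361, adjusted p = 0.00126), and its adjusted p without experiment 3 was 0.0951. MAP2K7, IRS4 and ANK1 also passed. INSR had a difference of 0.217 (SE 0.151), was higher in −His medium in 1 of 3 experiments and did not pass. Without experiment 1 its difference was −0.0179. In the complete lists, the paper's Z-scores of the 31 had a median of 4.40 with D319N and 4.75 with E320K. Those of the 70 D-sites in all 3 lists had medians of 7.49 and 6.08.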

We note that more than half (54%) of gained sequences would score as hits for WT ERK2 at a less stringent threshold (top 3% of sequences based on ES). It is thus possible that due to decreased competition from lost interactors, weakly binding sequences were not as substantially depleted from the population under selective growth conditions in the context of mutant ERK2. 

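The 31 D-sites that were hits with both mutants and not with WT ERK2 held fewer Pro residues at positions 7 to 9 than the WT hits shared with a mutant. A Pro at positions 7 to 9 was present in 8 of them (25.8%, 95% Clopper-Pearson interval 11.9 to 44.6%). It was less frequent than in the 82 WT hits shared with 1 or both mutants (two-sided Fisher's exact test, p = 0.00134). The sequence P-x-x-L/I-x-L/I, with Leu or Ile allowed at both hydrophobic positions, was in 6 of the 31, with p = 0.113 from the same exact test. Arg at position 5 was in 4 of the 31 (12.9%, exact p = 0.209). The Pro and Arg features were chosen by the study on these lists, so the tests are not independent evidence. None held I/L-x-x-R-R, which allows a share of up to 11.2%. MAP2K7 (PQRPRPTLQLPLAN) and ELK1 (KGRKPRDLELPLSP) were among the 31.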

Finally, mutant-selective hits were not significantly enriched for any amino acid sequence features (Fig. S4*B*). These observations suggest that we did not reliably detect gained interactors in the Y2H screens, and accordingly, we focused our attention on WT-selective sequences.

To determine if WT-selective D-sites shared common sequence features, we aligned the corresponding sequences and conducted pLogo analysis to identify significantly selected residues at each position. Hit sequences common to any two screens displayed a significant overrepresentation of Pro in positions seven through 9 (Fig. 3*B*), consistent to our prior characterization of the full set of WT hits (15). These common sequences conform to previously reported ERK-binding motifs, including DCC (P-x-x-L-x-L), Far1 (P-x-P-L-x-L), or MEF2A (P-x-L-x-L) motifs (15). In contrast, we found the Pro-containing signatures to be absent from lost interactors, which instead displayed a significant overrepresentation of Arg at position five of the D-site library (Fig. 3*C*). 

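A Pro at positions 7 to 9 of the D-site was present in 50 of the 82 WT hits shared with 1 or both mutants (61.0%, 95% Clopper-Pearson interval 49.6 to 71.6%). Of the 70 D-sites in all 3 lists, 41 had one (58.6%, interval 46.2 to 70.2%). ELMSAN1 (PKQRPRPEPLIIPT), GAB1 (PDRKVKPAPLEIKP) and CBX7 (RKRGPKPKRLLLQR) were hits of this kind. The sequence P-x-x-L/I-x-L/I was in 30 of the 82 shared hits (36.6%). P-x-L/I-x-L/I was in 22 (26.8%). These features had been described on WT hits and seen in these lists, so their counts are not independent evidence.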

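Among the 39 WT-only hits, 8 had a Pro at positions 7 to 9 (20.5%, 95% Clopper-Pearson interval 9.30 to 36.5%), fewer than among the 82 shared WT hits (two-sided Fisher's exact test, p = 3.44e-05). P-x-x-L/I-x-L/I was in 2 of the 39 (p = 0.000132 from the same exact test), and P-x-L/I-x-L/I in none, which allows a share of up to 9.03% (p = 8.49e-05). Arg at position 5 was present in 23 of the 39 (59.0%, interval 42.1 to 74.4%) and in 20 of the 82 shared hits (24.4%, interval 15.6 to 35.1%), with an exact p of 0.000445. The D-sites of ISG20 (IRARRGLPRLAVSD), DISC1 (LRNRRQMEVISLRL), a scaffold protein, and ARHGEF2 (LGSRRGRSSLSLAK) had this Arg. In 224 tests, 1 per position and residue, Pro at position 7 and Arg at position 5 were the 2 with an adjusted p under 0.05, at 0.0487 and 0.0499. Both features were chosen by the study on these lists, so the tests are not independent evidence.

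**Figure D4:**
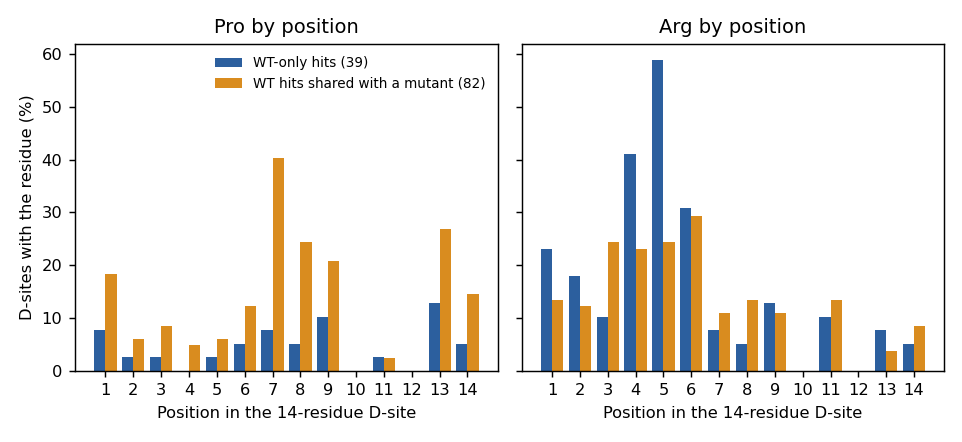
Percent of D-sites with Pro and with Arg at each position of the 14-residue D-site, in WT-only hits and in WT hits shared with 1 or both mutants. Arg at position 5 was in 59.0% of WT-only and 24.4% of shared hits.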

Inspection of the sequences with the largest differential in ES values between WT mutant ERK2 revealed that 12 out of the top 20 conformed to the previously reported HEPTP motif (32), consisting of an I/L-x-x-R-R sequence near the N-terminus of the docking site (Table S2). 

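Of all 39 WT-only hits, 15 held I/L-x-x-R-R (38.5%, 95% Clopper-Pearson interval 23.4 to 55.4%). The motif began at the first residue of the D-site in 10 of them, such as ANAPC5 (LMERRRLNQLLLPL), AEBP1 (LQQRRLQHRLRLRA) and FAAP100 (LCARRGLYCLSLDH), a protein of the Fanconi anemia core complex. It began at the second residue in 5, among them PTPN5 (GLQERRGSNVSLTL), PTPN7 (RLQERRGSNVALML) and LIG3 (PLFLRRKPVLSFQG), a DNA ligase. The Arg pair of the motif was followed by Gly in 5 of the 15 (ISG20, PTPN5, PTPN7, FAAP100 and ARHGEF2). Without the motif, GLB1L3 (CLSWKRMAGIFFLP) and ANKRD12 (RLRNRNCLELKIKD) were also strong WT-only hits, with the paper's Z-scores of 14.1 and 10.1.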

For these sequences, the linker connecting the di-Arg and ϕ-x-ϕ motifs was variable, suggesting that they adopt distinct conformations when associated with the ERK2 docking groove. 

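No D-site of the 82 WT hits shared with 1 or both mutants held I/L-x-x-R-R, which allows a share of up to 4.40% (95% Clopper-Pearson interval). The same holds for the 70 D-sites in all 3 lists, up to 5.13%. Of hits with a single mutant and not with WT ERK2, 1 of 18 for D319N and 0 of 48 for E320K held it. The 1 D-site was that of GNAS (from residue 159, ALPLRRLCHLSLME), with the paper's Z-score of 3.78 for D319N. Against the 15 of 39 WT-only hits, the two-sided Fisher's exact test gave p = 4.66e-09 for the shared hits and p = 2.48e-08 for those in all 3 lists. With Arg or Lys at both of the last motif positions, the WT-only share was still higher, by 34.9 percentage points (exact p = 6.62e-06). Of D-sites from kinases of the MAPK cascades, MAP2K1 (SMPKKKPTPIQLNP) and MAP2K6 (SKGKKRNPGLKIPK) were in all 3 lists without the motif. The motif was chosen by the study from these hits, so the p-values are not independent evidence.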

Notably, none of the 70 hits common to WT and either mutant conformed to this motif (Dataset S2).

### Crystal structure of ERK2 with ISG20 D-peptide

To acquire structural insights into differential binding affinity between WT and CD mutant ERK2, we solved the co-crystal structure of WT ERK2 in complex with the ISG20 D-peptide (ISG20-pep, corresponding to residues 168 – 181 of human ISG20 with the sequence acetyl-IRARRGLPRLAVSD-amide). We chose the ISG20 sequence because it showed the largest differential interaction between WT and mutant ERK2 in biochemical assays (Fig. 3*A*). The co-crystal structure, containing a single copy per asymmetric unit, was determined to 1.9 Å resolution, with clear electron density corresponding to the D-peptide bound at the docking groove (Fig. S5*A*, Table 1). ISG20-pep binds the ERK2 docking groove in a largely extended conformation save for a single helical turn at the peptide N-terminus, including the HEPTP motif I-x-x-R-R sequence (Fig. 4*A*). At the C-terminus, ISG20-pep residues Leu177′ and Val179′ occupy the hydrophobic pockets Φ_L_ and Φ_A_ in ERK2, mostly forming hydrophobic contacts with residues in αE and the β7-β8 loop (Figs. 4*B*, S5*C*). Similar to other reported MAPK D-peptide complexes, backbone atoms of ISG20-pep Ala178′ and Val197′ engage in a series of polar contacts with Thr167 backbone and the sidechains of Gln117 and His123 in ERK2 (14, 16, 32, 33). Interestingly, unlike all other MAPK D-peptide complexes solved to date, the Φ_B_ pocket is unoccupied, likely due to the absence of a hydrophobic residue at the corresponding position in ISG20-pep (Asp181′).

**Table 1:** ERK2-ISG20-pep crystal complex data collection and refinement statistics

Parameter	ERK-ISG20-pep PDB ID: 7UGB
Data Collection	
Wavelength (Å)	0.97918
Resolution range (Å)^a^	43.97–1.90 (1.97–1.90)
Space group	*P*2_1_2_1_2_1_
Cell dimensions	
a, b, c (Å)	45.89, 66.68, 116.97
α, β, γ (°)	90.0, 90.0, 90.0
Unique reflections	29,145 (2866)
Multiplicity^a^	23.7 (15.4)
Completeness (%)^a^	100 (100)
Mean *I/σ (I)*^a^	29.9 (2.0)
Wilson *B* factor (Å^2^)	34.7
*R*_pim_ (%)^a^	2.6 (30.8)
CC ½^a^	0.998 (0.828)
CC^a^	1.000 (0.952)
Refinement Statistics	
Resolution Range (Å)	43.97–1.90
Reflections used in refinement	29,020 (2686)
Reflections used for *R*_free_	1451 (138)
*R*_work_ (%)^a^	17.9 (23.7)
*R*_free_ (%)^a^	22.8 (27.1)
No. of non-hydrogen atoms	
Protein-ERK2	2736
Ligand-ANP-PNP	31
Peptide-ISG20-pep	113
Solvent-H2O	146
Protein Residues	333
RMSD	
Bond lengths (Å)	0.006
Bond angles (°)	0.804
Ramachandran plot (%)	
Favored, allowed, outliers	97.3, 2.7, 0.0
Rotamer outliers	0.00
MolProbity clashscore	0.17
Average B factor (Å^2^)	
Protein-ERK2	46.7
Ligand-ANP-PNP	49.9
Peptide-ISG20	64.7
Solvent-H2O	45.3

a Parentheses indicate highest resolution shell.

**Figure 4:**
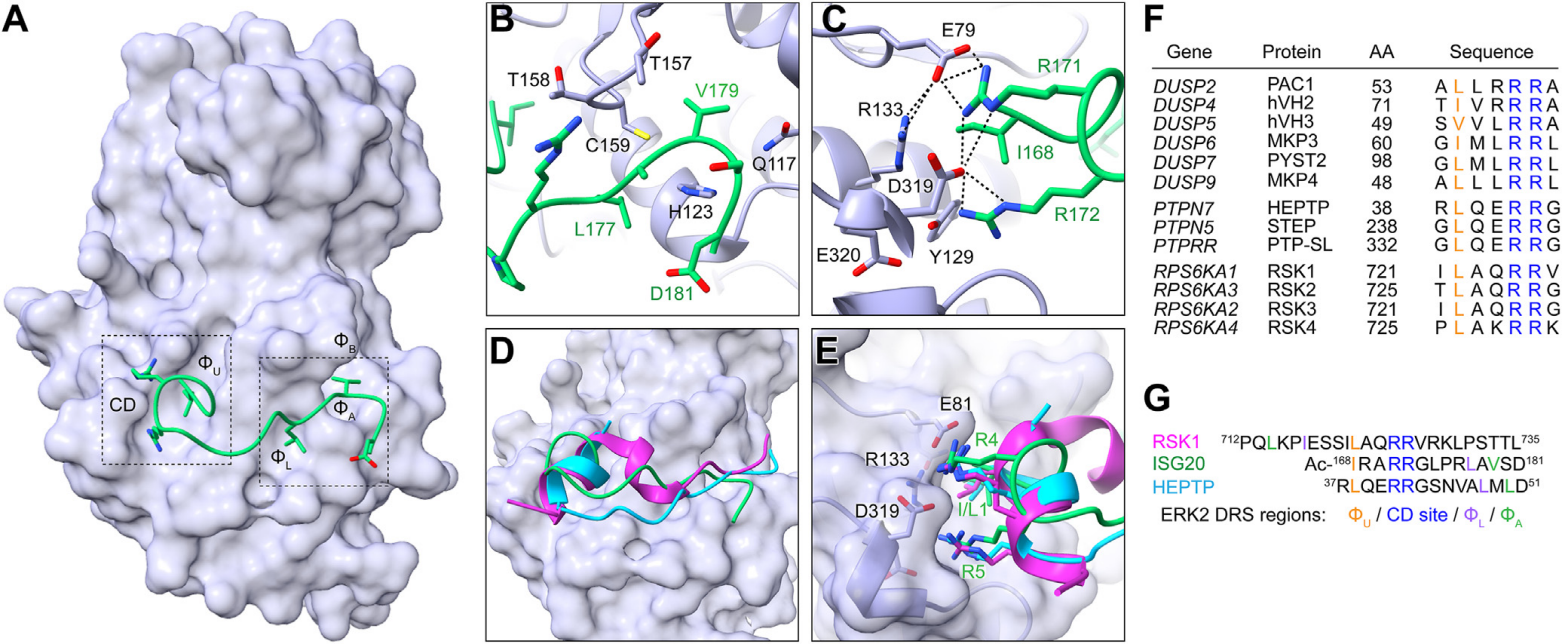
**Structural analysis of the complex between ERK2 and ISG20 D-peptide.***A*, co-crystal structure of ISG20-pep (*green*) and rat ERK2 (*lavender*). The common docking (CD) region and hydrophobic pockets (Φ_A_, Φ_B_, Φ_L_, and Φ_U_) are labeled. Peptide residue side chains engaging the ERK2 DRS are depicted as sticks. *B*, expanded view of interactions between the C-terminal portion of ISG20-pep and the ERK2 region including the β7-β8 loop (Thr157-Cys159) and the Φ_A_ and Φ_L_ pockets. *C*, zoomed in view of the extended interaction network involving the N-terminus of ISG20-pep and the CD region of ERK2. Hydrogen bonds as calculated using ChimeraX (54) are depicted as *dashed lines*. Refinement statistics are provided in Table 1. *D*, overlay of ERK2 complexes with peptides from ISG20 (*green*), RSK1 (*magenta*, PDB accession code: 3TEI) and HEPTP (*cyan*, PDB accession code: 2GPH). *E*, closeup of the CD region from panel D showing the I/L-x-x-R-R motif binding conformation of ISG20-pep, RSK1-pep, and HEPTP-pep. *F*, multiple sequence alignment shows conservation of I/L-x-x-R-R motif among human ERK-selective DUSPs, PTPs, and RSKs. G, Peptide sequences from overlaid structures in panels C and D are shown with the CD-interacting motif aligned, ERK2 DRS regions including the CD site and hydrophobic pockets (Φ) in contact with peptides are indicated at *bottom*.

### Impact of cancer hotspot mutations on binding specificity

At the ISG20-pep N-terminus, the Ile168′ sidechain occupies the upper hydrophobic pocket (Φ_U_) of ERK2 (comprising Glu81, Tyr126, Gln130, Arg133). Spatially adjacent to Ile168′, Arg171′ and Arg172′ make salt bridges with Glu79 and Asp319 of ERK2. This explains why cancer hotspot mutations at Glu79 and Asp319 disrupt binding to HEPTP motif sequences (Fig. 4*D*). Similarly, Arg133, though not directly contacting the bound peptide, coordinates Glu79, likely stabilizing peptide binding (Fig. 4*C*). Lastly, cancer hotspot residue Glu320, as previously indicated by the crystal structure of ERK2 E320K, appears to stabilize the ERK2 L16 loop conformation (24) and consequently orient Asn319 for contact to Arg171′ and Arg172′ in the ISG20-pep. Collectively, these observations suggest that disruption of direct and indirect interactions through cancer-associated ERK2 mutations causes selective loss of interactions with D-sites harboring an I/L-x-x-R-R motif.

To test this hypothesis, we evaluated a set of synthetic ISG20 D-peptides containing single amino acid substitutions or insertions for binding to WT and mutant ERK2 using the competitive kinase assay described above (Table 2). We observed that amino acid substitutions in positions 1, 4, and 5 (ISG20^I1N^, ISG20^R4A^, and ISG20^R5A^) within the I-x-x-R-R motif caused ∼40-fold reduction in affinity towards WT ERK2, consistent with prior mutagenesis experiments showing that the analogous residues promote high affinity binding of full length RSK1, PTPN5, and MKP3 to ERK2 (34, 35, 36, 37). Substituted peptides bound equally to WT and mutant forms of ERK2, indicating that CD site mutation causes no further decrease in affinity for sequences lacking the I-x-x-R-R motif. We observed a similar effect when we either decreased (ISG20^I1R/R2I^) or increased (ISG20^G2+^) the spacing between Ile1 and the Arg4-Arg5 sequence by one residue, suggesting that positioning of these key residues is essential for optimal and differential binding to WT ERK2. Extending the distance between I-x-x-R-R sequence and the canonical D-site hydrophobic motif (ϕ-x-ϕ) by adding a single Gly in position 7 (ISG20^G7+^) caused a 15-fold reduction in affinity to WT ERK2. Finally, we noted a Gly residue was overrepresented at the position immediately following the I/L-x-x-R-R in sequences binding preferentially to WT ERK2 (Table S2). Consistent with this observation, we found that ISG20^G6Q^ displayed an 8-fold lower affinity towards ERK2 than ISG20^WT^ yet showed increased binding to all three CD site mutants (Table 2). These results establish a conserved structural motif associated with differential binding to WT ERK2.

**Table 2:** IC_50_ values with for ISG20-pep variants as determined in competitive kinase assays

ISG20 peptide	Sequence	ERK2 (μM)							
		WT		R133 K		D319 N		E322 K	
		IC_50_	95% CI	IC_50_	95% CI	IC_50_	95% CI	IC_50_	95% CI
WT	IRARRGLPRLAVSD	5.4	4.8–6.2	220	198–253	230	187–290	330	270–399
I1N	**N**RARRGLPRLAVSD	190	168–204	180	154–211	230	181–287	260	224–291
R4A	IRA**A**RGLPRLAVSD	250	215–285	380	310–470	320	263–395	300	249–368
R5A	IRAR**A**GLPRLAVSD	250	215–304	480	398–585	440	361–551	400	320–508
I1R/R2I	**RI**ARRGLPRLAVSD	200	185–215	220	193–259	310	268–368	280	243–322
G2+	I**G**RARRGLPRLAVSD	120	107–125	150	130–167	150	125–185	170	143–202
G7+	IRARRG**G**LPRLAVSD	75	71–80	170	152–198	150	122–180	210	181–242
G6Q	IRARR**Q**LPRLAVSD	41	38–43	99	85–115	93	77–113	150	129–167

The mean and 95% confidence interval (CI) are shown for three independent replicates.

The importance of this motif and its unique specificity to WT ERK2 are also highlighted in previously reported co-crystal structures of ERK2 and D-peptides from HEPTP (PTPN7) and RSK1, as well as structural and biochemical analyses of MAPK interactions with the folded kinase interacting domains of DUSP-type MKPs. As for ISG20, the docking sites of RSK1, HEPTP, and ERK-binding DUSPs contain a conserved I/L-x-x-R-R motif (Fig. 4, *E*–*G*). When overlayed at the ERK2 DRS, the short peptide binders (ISG20, RSK1, and HEPTP) adopt unique overall binding modes (Figs. 4, *D-G* and S6). However, the common I/L-x-x-R-R motif adopts an almost identical helical conformation to establish the same H-bonding network with charged residues Glu79, Arg133, and Asp319 in the CD site. A similar structural motif is observed in the co-crystal structure of the MAPK p38α in complex with the N-terminal MAPK-binding globular domain from MKP5 (DUSP10) (38), which we have recapitulated in an AlphaFold 3 model of ERK2 bound to MKP3 (Fig. S6, *C* and *D*). In these structural models, part of the binding interface involves a helical I/L-x-x-R-R sequence in precisely the same orientation as in the ISG20 complex, with remaining contacts with the DRS found at sites discontinuous in primary sequence. These observations suggests that this helical binding mode defines the specificity of the I/L-x-x-R-R motif for WT ERK2.

### ERK2 CD mutants show reduced phosphorylation of GEF-H1

Based on our structural and mutational analysis, we hypothesized that ERK2 CD site mutants should not bind or efficiently phosphorylate validated ERK2 substrates containing an I/L-x-x-R-R D-site motif. We previously reported that while ISG20 interacts physically with ERK2 in cells, it is not an ERK2 substrate *in vitro* (15). However, other WT-selective hits containing I/L-x-x-R-R motifs included the D-site from the established ERK substrate GEF-H1 (encoded by the *ARHGEF2* gene), which *in vitro* bound WT ERK2 approximately 4-fold more tightly than the three ERK2 CD mutants (Fig. 3*A* and Table S1). We previously reported that disruption of the GEF-H1 docking motif reduced its extent of co-immunoprecipitation with ERK2 (15). Accordingly, we investigated whether cancer-associated ERK2 mutants were impaired in phosphorylating GEF-H1. In radiolabel kinase assays, the phosphorylation of GEF-H1 by all three CD site mutants was significantly lower than that of WT ERK2 (Fig. 5, *A* and *B*). The level of phosphorylation by CD site mutants was similar to that of WT ERK2 when assayed in the presence of excess competing D-peptide to block docking interactions. For comparison, we examined phosphorylation of the ERK2 substrate fragment of ELK1 (residues 307–428), whose D-site lacks the I/L-x-x-R-R motif, as well as its corresponding D-site mutant (ΔD) form (Fig. 5, *A*, *C* and *D*). As expected, the competing D-peptide partly inhibited WT ERK2 phosphorylation of WT ELK1 but did not significantly affect phosphorylation of ELK1-ΔD. In contrast to GEF-H1, phosphorylation of neither WT ELK1 nor ELK1-ΔD was significantly affected by any of the CD site mutations. We interpret these results to confirm that ERK2 CD mutants can disrupt a functional interaction with a full-length protein substrate harboring the WT-selective I/L-x-x-R-R motif.

**Figure 5:**
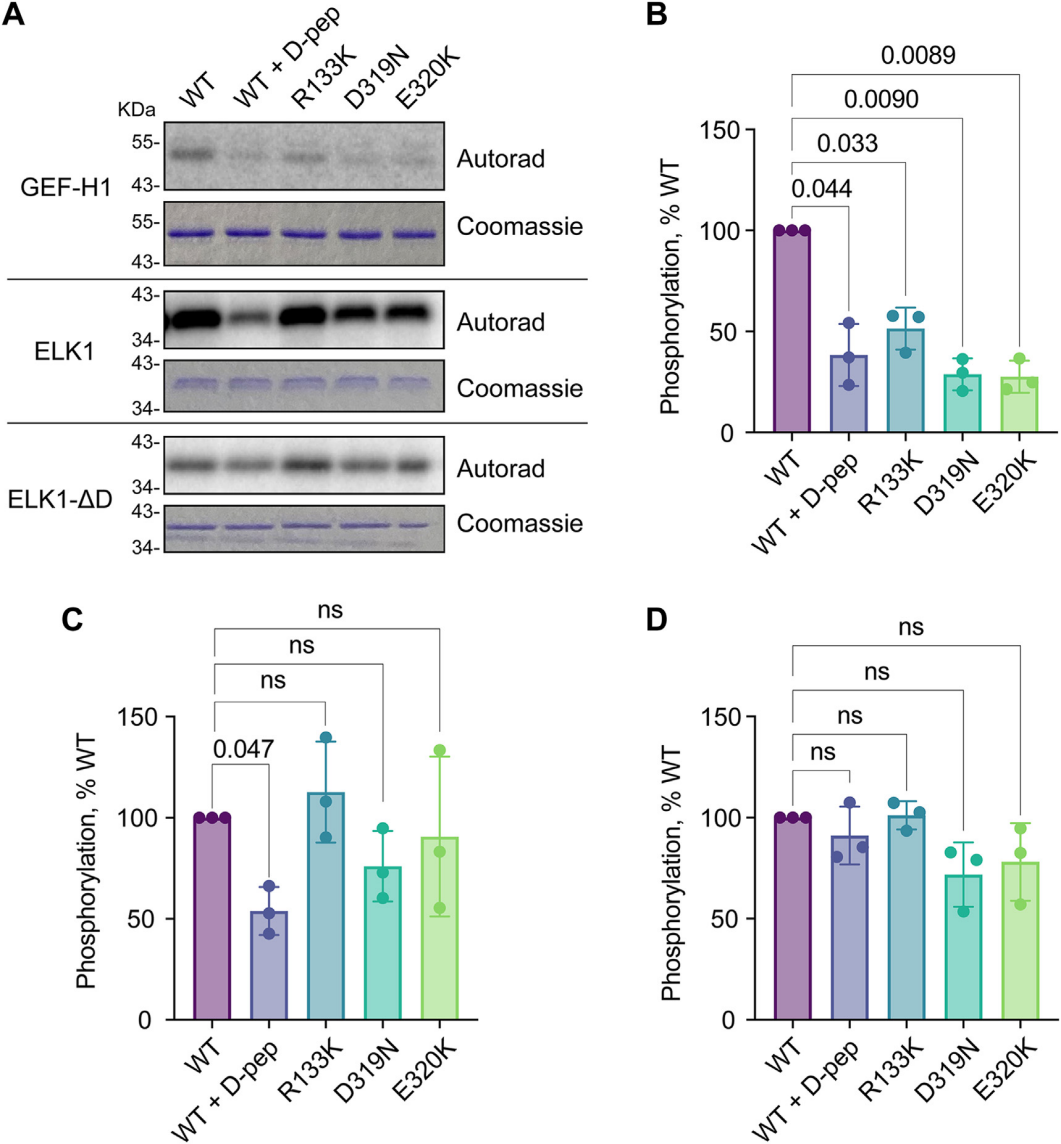
**ERK2 phosphorylation of GEF-H1 *in vitro*.***A*, autoradiography and Coomassie-stain images from radiolabel kinase assays of ERK2 (WT or mutant) mediated phosphorylation of GEF-H1, WT ELK1, and previously reported ELK1 docking impaired mutant (ΔD) (44). D-pep indicates an excess of the KMT2C D-peptide was included in the reaction. Each substrate was assayed separately. A single representative of three separate experiments is shown. *B–D*, quantified phosphorylation levels from the radiolabel kinase assays in panel A. The *p* values were calculated by ordinary one-way ANOVA with Geisser-Greenhouse correction and Dunnet's multiple comparisons test using PRISM. Datapoints are from three independent replicates. Bars show mean ± SD.

## Discussion

Here, we used a Y2H screening approach to define the docking interactome of the ERK2 cancer-associated CD site mutants D319N and E320K. We identified an I/L-x-x-R-R motif as diagnostic for docking sites for which these mutations disrupt binding. In the co-crystal structure of WT ERK2 in complex with the ISG20 D-peptide, this motif adopted a helical conformation, with the rest of the peptide binding in an extended conformation in the DRS. Interestingly, the binding mode of this peptide was distinct from that seen in other MAPK D-peptide complexes (Fig. 4, *B* and *D*) (13, 14, 16, 32). In particular, the Φ_B_ pocket was unoccupied likely owing to the absence of a hydrophobic residue at the corresponding position in the peptide. Consistent with this observation, a report from Bardwell and co-workers indicated only a modest effect of ϕ_B_ residue mutation on binding of some D-sites to p38α or ERK2. Furthermore, in our own positional scanning analysis of JNK1 binding to the MKK7 D-site, we found a hydrophobic residue at the ϕ_B_ position to be less critical than at the ϕ_L_ and ϕ_A_ positions, suggesting that this phenomenon may be a general feature of MAPK D-site interactions (17, 18). The limited requirement for a hydrophobic residue at this position has implications for discovering MAPK docking sites by *in silico* scanning of protein sequences.

A comparison of our ERK2-ISG20 peptide complex with prior structures reveals that ISG20 binds to the docking groove with a distinct overall conformation but has intriguing similarities in the region containing the I/L-x-x-R-R and engaging the CD pocket. For example, the HEPTP D-peptide binds ERK2 in a clamp-like conformation. Similar to ISG20-pep, the helical N-terminus engages the CD pocket, but in contrast the C terminal region binds in a more extended mode (Figs. 4*D*, Fig. S6*A*) (32). On the other hand, the RSK1 D-peptide binds ERK2 in reverse orientation, with its helical C-terminus interacting with the CD pocket (Figs. 4, *E* and *F* and S6*B*). In contrast to ISG20 and HEPTP, the N-terminal segment of the RSK1 D-peptide bends and adopts a helical conformation to place hydrophobic residues into the Φ_B_ and Φ_L_ pockets (16). Finally, unlike the short linear motif interactions adopted by most D-sites, the MKPs bind to the MAPK DRS region *via* a large interaction surface involving their N-terminal kinase interacting domain (38). This folded domain includes a helix harboring an I/L-x-x-R-R sequence bound to the CD site. Strikingly, when the ISG20, HEPTP, RSK1, and MKP docking sites are overlayed in the ERK2 docking pocket, it is evident that despite having distinct overall conformations, their I/L-x-x-R-R sequences make almost identical direct and indirect contacts with cancer hotspot residues (Figs. 4, *D* and *E*, S6, *C* and *D*). Thus, regardless of the overall interaction mode, a helical I/L-x-x-R-R sequence motif appears to be a common feature of docking interactors requiring an intact CD region. While this motif has been challenging to identify by scanning the human proteome *in silico*, partly because it can be found in two different orientations, we and others have identified this sequence in essential ERK2 interacting proteins (14, 32). The importance of this sequence motif is highlighted by its conservation across species (Fig. S7). Altogether our structural studies provide a rationale for how these cancer-associated mutants may rewire signaling through the proteins harboring D-sites with a I/L-X-X-R-R motif requiring strong stabilizing interactions with the CD pocket in ERK.

In our screen, the majority of WT ERK2 binders (70%) also scored as hits for ERK2 mutants. Most of these common hit sequences conformed to previously defined docking motif classes, including the DCC (P-x-x-L-x-L) and MEF2 (P/L-x-L-x-I/L-P) types (14). We note that, at least for some known binders corresponding to these motifs, the presence of multiple basic residues at the N-terminal end of the motif is critical for MAPK binding (39). However, in co-crystal structures with ERK2 or other MAPKs, the N-terminal basic residues often cannot be modeled, suggesting that they lack stable structure even in crystals. In these cases, specific fuzzy interactions driven by bulk electrostatics may be more important than the formation of stable ion pairs, potentially explaining why mutation of only a single acidic residue in the CD region does not fully compromise binding. In some ERK2 complexes, such as those with MAP2K2 and ELK1 peptides, only a subset of acidic residues at the CD site appear to contact the bound peptide (33, 40). In these cases, mutation of individual residues could induce conformational rearrangement, forming alternate ion pairs that maintain binding affinity. Indeed, increased disorder in the L16 loop caused by the E322K mutation (24) may increase accessibility of nearby acidic residues, such as Asp318, allowing them to engage basic residues in docking sites.

The unique interactomes of ERK2 CD site mutations raise questions with respect to their roles as cancer drivers. Perhaps unexpectedly, ERK2 hotspot mutations are rarely found in tumor types with high-frequency mutations in other core MAPK pathway components (melanoma) or upstream RAS proteins (colorectal, lung, and pancreas cancer). We speculate that the capacity of ERK signaling to function in oncogenesis depends on substrates or other interactors specific to WT ERK2, such as RSK or GEF-H1. This idea is supported by recent observations that D321N mutation renders ERK2 incapable of promoting growth upon KRAS inhibition in pancreatic cancer cells (30). The prevailing model for how ERK2 CD mutations drive cancer is through disrupting its interaction with MAPK phosphatases, leading to its persistent activation. However, CD mutations could also affect signaling dynamics or other systems-level properties. For example, substrate competition is established in model systems to influence ERK signaling (41). As RSKs are relatively abundant proteins, disrupting their interaction may allow ERK better access to other docking partners, such as MEK. Similarly, the oncogene adipocyte enhancer-binding protein 1 (AEBP1), which we identified as a differential binder, was reported to compete with MAPK phosphatases for binding to ERK and likely restricts its access to other interaction partners as well (42). While the scope of interactions lost by the two mutants evaluated here were similar to each other, we did observe some sequences binding preferentially to either ERK2^D319N^ or ERK2^E320K^, which may relate to reported functional divergence between mutants in a *Drosophila* model (24). Further studies should inform whether different cancer hotspot mutants contribute to tumors in divergent ways.

This work and previously reported studies emphasize the importance of being mindful when using CD site mutants as tools to study ERK function. Because the equivalent mutation was identified as a GOF allele in *Drosophila* and it is known to be hyperphosphorylated in cells, ERK^D321N^ has been used as a constitutively active allele to increase ERK pathway signaling. Conversely, the same mutant has often been used to establish or rule out a role for DRS interactions in an ERK-dependent process. Our work systematically shows that ERK2 CD mutations can disrupt interactions with specific proteins, including negative regulators, and maintain interactions with many essential regulators. Accordingly, D319N and other CD mutants should be regarded as both partial GOF and partial loss-of-function alleles. True intrinsically active ERK mutants have been reported that are unlikely to interfere with substrate interactions and are thus better suited for GOF studies (43). To our knowledge, mutants that generally block D-site interactions have not been reported but will likely require neutralizing multiple charged residues in the docking region.

Overall, our work builds upon the general knowledge of how docking interactions can drive specificity and cellular signaling. Because these conserved docking sequences mainly occur within intrinsically disordered protein regions, they can be difficult to discover, limiting our understanding of how point mutations can rewire ERK2 signaling to promote cancer. This work serves as a resource for identifying WT and mutant ERK docking interactions, which can be used to accelerate docking sequence discovery *in silico* and to identify unknown network connections that may drive disease progression in tumors harboring ERK2 mutants.

## Experimental procedures

### Plasmids

Bacterial expression constructs for GST-ELK1^WT^ (mouse, residues 307–428), GST-ELK1^ΔD^ (L320A/E321A/L322A mutant), and His_6_-tagged GEF-H1 (human, residues 29–959) were reported previously (44). ELK1^307–428^ Y2H prey plasmids (pGADGH-ELK1, pGADGH-ELK1^ΔD^, pGADGH-ELK1^MEK2D^, pGADGH-ELK^NFAT4D^, and ELK1 D-site library pool) and the Y2H bait plasmid (and pGBT9-ERK2) were described previously (15). The D-site library replaces the native docking sequence of ELK1 with a set of 14-mer sequences found within disordered regions of the human proteome conforming to the consensus sequence [R/K]-x_0-2_-[R/K]-x_3-5_-[ILV]-x-[FILMV] (15). The Y2H bait plasmid and bacterial expression plasmid (pET28a-ERK2^WT^) were used as templates to generate ERK2^D319N^, ERK2^E320K^, and ERK2^R133K^ by QuikChange mutagenesis. All primers are listed in Table S3.

### Y2H growth assay

The yeast host strain pJ694-A (45) was sequentially transformed with the indicated bait (pGBT9-ERK2) and prey (pGADGH-ELK1) plasmids. Cultures from single colonies were grown in SD-Leu-Trp media in a shaking incubator overnight at 30 °C, diluted to OD_600_ of 0.1, and cultured to OD_600_ of 1.0. Five-fold serial dilutions (starting at OD_600_ = 0.5) were spotted onto agar plates with non-selective (SD-Leu-Trp) or selective (SD-Leu-Trp-His) media supplemented with 50 μM 3-amino-1,2,4-triazole (3-AT) and incubated 4 days at 30 °C.

### Y2H library screen

Yeast harboring pGBT9-ERK2^E320K^ or pGBT9-ERK2^D319N^ were transformed with the pGADGH-ELK1 D-site library plasmid pool. Transformants (10–40 colonies per library component) were suspended in SD-Leu-Trp media, diluted to an OD_600_ of 0.1, and cultured in a shaking incubator at 30 °C to an OD_600_ of 1.0. The resulting culture was used to initiate a competitive selection screen. Cell growth, sample collection and data analysis were performed exactly as described previously for WT ERK2 (15). The frequency (F) of each D-site sequence at a given time point (t) was calculated by dividing the number of reads by the total read count for all sequences. For each sequence, a plot of ln(F_t_/F_0_) as a function of the number of yeast population doublings was fit to a line, and the enrichment score (ES) for that sequence was defined as the slope of this line. Illumina sequencing reads, calculated ES, and Z scores for each screen are provided in Dataset S1.

### Protein expression and purification

Recombinant His_6_-GEF-H1, GST-ELK1^WT^, and GST-ELK^ΔD^ were expressed in *E. coli* and purified as previously described (15, 44). Briefly, proteins were expressed in Rosetta DE3 pLysS *E. coli* (Invitrogen) using IPTG induction (0.4 mM) for 12 to 18 h at 16 °C. Bacterial cells were harvested, resuspended in lysis buffer (20 mM Tris, [pH 7.5], 140 mM NaCl, 3 mM β-mercaptoethanol, 10 mM imidazole, 2 μg/μl pepstatin A, 10 μg/μl leupeptin), and lysed *via* sonication. The lysates were clarified by centrifugation at 3000*g*, then incubated with Talon immobilized metal affinity resin (Takara #635502) for 2 h at 4 °C. After incubation, the beads were washed twice with wash buffer (20 mM Tris [pH 7.5], 150 mM NaCl, 0.01% Igepal CA-630, 10 mM imidazole), and proteins were eluted with the same buffer supplemented with 250 mM imidazole. Finally, proteins were dialyzed overnight in dialysis buffer (20 mM HEPES [pH 7.4], 150 mM NaCl, 10% glycerol, 1 mM DTT) and stored at −80 °C. Active phosphorylated His_6_-tagged ERK2 variants (WT, D319N, E322K, and R133K) were produced by co-expression with GST-MEK1ΔN3 in BL21(DE3) *E. coli* by induction with 0.4 mM IPTG overnight at 30 °C in LB plus kanamycin (33 μg/ml). Bacterial pellets from 1L cultures were resuspended in 25 ml of lysis buffer (as above but including 200 μg/ml lysozyme, 0.5% Igepal CA-630, 1 mM PMSF, 0.03 U/μl DNAse I and 13 mM MgCl_2_), and lysed by sonication. Lysates were clarified and proteins isolated on Talon resin, dialyzed, and stored as described above.

To generate ERK2 for X-ray crystallography, eight x 1L cultures of BL21(DE3) *E. coli* cells co-expressing His_6_-ERK2 and λ phosphatase (from pACYC-LIC) were grown as described above, and cells were pelleted, and resuspended in 25 ml lysis buffer per 1L culture (50 mM sodium phosphate [pH 8.0], 300 mM NaCl, 0.2 mg/ml lysozyme, 0.5% Triton X100, 0.03 U/μl DNAse I, 13 mM MgCl_2_, 1 mM PMSF, 10 μg/ml leupeptin, 2 μg/ml pepstatin A) and lysed by sonication. Lysates were clarified by centrifugation for 30 min at 3000*g* and incubated with Talon beads for 1 h at 4 °C. Beads were washed five times with 10-bed volumes of wash buffer (50 mM sodium phosphate [pH 8.0], 300 mM NaCl, 40 mM imidazole) and protein eluted in 6 ml of elution buffer (50 mM sodium phosphate [pH 8.0], 300 mM NaCl, 300 mM imidazole [pH 8.0]). The eluate was filtered and dialyzed overnight into buffer A (10 mM Tris HCl [pH 8.2], 0.5 mM TCEP). Dialyzed protein was applied to a Mono Q 5/50 Gl column (GE Healthcare) equilibrated to buffer A and eluted with a gradient of 0 to 25% buffer B (10 mM Tris HCl [pH 8.2], 0.5 mM TCEP, 1 M NaCl) over 40 column volumes. The peak eluting first was collected and applied to a size exclusion column (Superdex 200 10/300 Gl, GE Healthcare) in buffer C (25 mM Tris HCl [pH 7.5], 1 mM TCEP, 100 mM NaCl, 1 mM EDTA). Fractions were pooled and concentrated with a centrifugal filter (Amicon Ultra, 3000 MWCO) to 6 to 8 mg/ml, flash frozen, and stored at −80 °C.

### X-ray crystallography

ISG20-pep used for co-crystallography, corresponding to residues 168 to 181 of human ISG20 (acetyl-IRARRGLPRLAVSD-amide), was synthesized and HPLC purified at the Tufts University Core Facility and stored as a 50 mg/ml aqueous stock solution. Unphosphorylated His_6_-ERK2 (7.6 mg/ml), ISG20-pep (2x molar excess), 2 mM ANP-PNP and 2 mM MgCl_2_ were incubated on ice for 10 min. Crystallization was performed by hanging-drop vapor diffusion. The conditions for crystallization were found using the PEG II suite (position E4) (Qiagen) containing 10% PEG 4000, 0.1 M HEPES [pH 7.5] and 5% isopropanol as the reservoir solution. The best crystals were achieved by mixing the reservoir and protein-peptide mix in 1:1 volume ratio at room temperature. Individual crystals were harvested, preserved in a reservoir solution supplemented with 20% glycerol, and flash-frozen in liquid nitrogen.

Diffraction data were collected at the Advanced Photon Source, beamline 24-ID-E (Argonne National Laboratory, IL) and indexed, integrated, and scaled using HKL2000 (46) in space group *P*2_1_2_1_2_1_ with unit cell dimensions a = 45.9 Å, b = 66.7 Å, c = 117.0 Å, α = β = γ = 90°, to a 1.90 Å resolution and one molecule per asymmetric unit. The protein structure was determined by molecular replacement using Phaser (47, 48) with PDB 4FMQ (14) as a search model. The model was iteratively refined with TLS, stereochemistry and ADP weight optimization in phenix.refine (48). After refinement in Phenix, the resulting sigma 2*F*o-*F*c at one sigma and *F*o-*F*c difference map at 2.5 sigma were sufficient to clearly define atoms in the ligand (ANP-PNP) and side chains in the docking peptide (ISG20-pep). Based on these maps, manual model building was performed in Coot (49) and validated by phenix.refine (48) and MolProbity (50). The final refinement statistics are *R*_free_ 17.9% and *R*_work_ 22.8% (Table 1).

### Molecular interaction model predictions

The structure of full length ERK2 in complex with MKP3/DUSP6 was modeled with the AlphaFold 3 web server using default parameters (51).

### Peptide kinase assay

D-peptides used in competitive kinase assays were synthesized commercially (GenScript) with an added N-terminal Tyr-Ala sequence to facilitate quantification by A_280_ and stored as 50 mM solutions in DMSO. Competitive peptide kinase assays were performed with a D-site dependent MAPK reporter substrate peptide (AssayQuant Technologies Inc, #AQT0376) as we reported previously (15). Briefly, 5 μM of reporter peptide was mixed with various concentrations of D-peptides in reaction buffer (54 mM HEPES [pH 7.4], 1.2 mM DTT, 0.01% Brij-35, 1% glycerol, 0.2 mg/ml BSA, and 10 mM MgCl_2_). Reactions were initiated by adding 10 nM of recombinant mouse ERK2 (WT, D319N, E322K or R133K) and 10 μM ATP. Phosphorylation of the reporter peptide was measured by fluorescence (λ_ex_ 360 nm, λ_em_ 485 nm) in 90 s intervals over 21 min in a Spectra M5 plate reader. Rates were calculated from the linear portion of the reaction progress curve, and data were normalized to maximum (samples lacking competitor peptide) and minimum (control reactions lacking kinase) values. Normalized rates were plotted against D-peptide concentration and fitted into a sigmoidal dose-response curve to determine the IC_50_ values using GraphPad Prism (Version 9.3.0).

### Radiolabel kinase assays

Radiolabel kinase assays were performed as described previously by incubating 0.5 μM MAPK substrate (His_6_-GEF-H1, GST-ELK1^WT^ or GST-ELK1^ΔD^), 10 nM His_6_-ERK2 (WT, R133K, D319N or E320K) and 10 μM inhibitor peptide KMT2C where indicated (biotin-RKRSKPKLKLKIIN-amide, Tufts University Core Facility) in reaction buffer (20 mM HEPES, 10 mM MgCl_2_, 1 mM DTT, 1% DMSO, 10 μM cold ATP, and 0.038 μCi/μl [γ-^32^P] ATP) at 30 °C for 2 min. Reactions were quenched by the addition of 4x SDS-PAGE loading buffer and heated to 95 °C for 5 min before SDS-PAGE fractionation. Gels were stained with Coomassie blue, destained, dried, and exposed to a phosphor screen. Radiolabel incorporation was measured with Molecular Imager FX phosphorimager (Bio-Rad), and ^32^P signal density (CNT/mm^2^) was quantified using QuantityOne Software (Bio-Rad version 11.0.5). All signals were normalized to the vehicle control condition. Raw quantified data are provided in Dataset S3.

## Data availability

All screening datasets generated in this study are provided in the supplementary material as Dataset S1. The dataset for ERK2 WT Y2H has been previously reported (15). Crystal structure coordinates and structure factors have been deposited in the Protein Data Bank under accession code 7UGB and X-ray diffraction images are available online at SBGrid Data Bank (52), under Data set 883 (https://doi.org/10.15785/SBGRID/883). Next generation sequencing data from Y2H screens has been deposited in the Gene Expression Omnibus (GEO) repository under accession codes: GSE286340 (ERK2 E320K and D319N Mutants) and GSE286341 (WT ERK2).

## Supporting information

This article contains supporting information (51, 55, 56).

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Cancer hotspot mutations rewire ERK2 specificity by selective exclusion of docking interactions
**Source:** J Biol Chem. 2025 Feb 25;301(4):108348. doi: 10.1016/j.jbc.2025.108348
**Supplement:** Supporting information

SUPPORTING INFORMATION

Cancer hotspot mutations rewire ERK2 specificity by selective exclusion of docking interactions

Jaylissa Torres Robles, Amy L. Stiegler, Titus J. Boggon, Benjamin E. Turk

Contents:

Figure S1. Lack of D-site enrichment in Y2H screens under control non-selective conditions.

Figure S2. Y2H screen reproducibility and comparisons between screens.

Figure S3. D-peptide kinase inhibition assay dose-response curves.

Figure S4. D-peptide kinase inhibition assay dose-response curves for mutant-specific hits.

Figure S5. ISG20-pep interactions with ERK2 CD pocket.

Figure S6. Interaction modes of I/L-x-xR-R motifs with ERK2.

Figure S7. I/L-x-x-R-R motif sequence conservation.

Table S1. IC₅₀ values from competitive kinase binding assay.

Table S2. WT-selective sequences ranked by differential ES.

Table S3. Oligonucleotides used in this study.

Inventory of supporting datasets

Supporting references

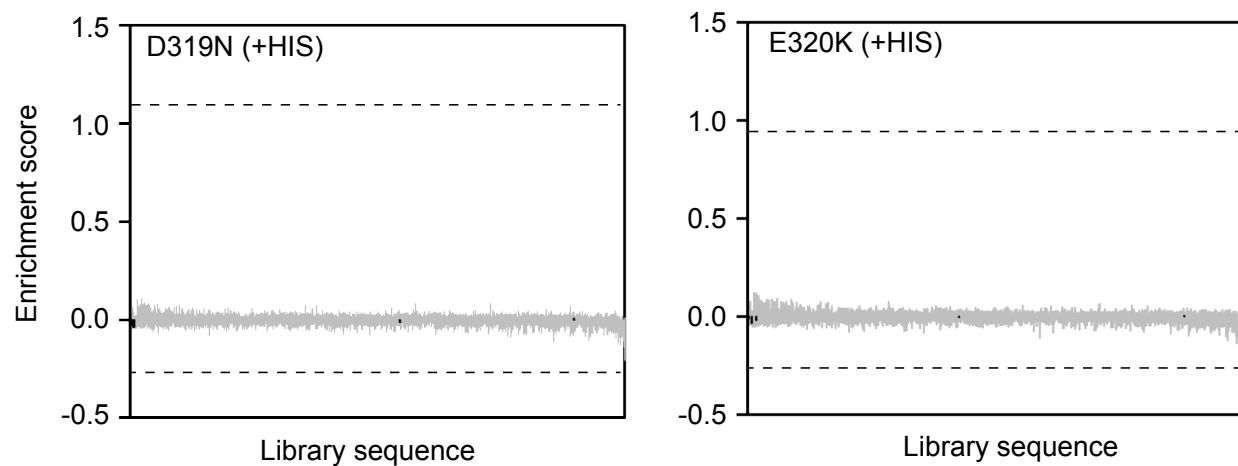

Figure S1. Lack of D-site enrichment in Y2H screens under control non-selective conditions. Waterfall plots showing average enrichment scores (ES) for each library member in D319N and E320K ERK2 mutant screen under non-selective (+His) control growth conditions. Dotted lines indicate top and bottom ES values from the corresponding screens conducted under selective (-His) conditions shown in Figure 1B. D-sites are sorted in the same order as in Fig. 2B.

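In +His medium of the ERK2 D319N screen, 6 of the 1858 listed D-sites had a mean score more than 3 standard deviations above the mean. The highest was MYO1D (from residue 719), an unconventional myosin, with 0.0920 ± 0.0219 (SD, n = 3 experiments) in +His and 0.128 ± 0.0348 (SD, n = 3) in −His medium, a difference that did not pass the test (limma, adjusted p = 0.266). ABCC6 (from residue 1273), a membrane transporter, had 0.0904 ± 0.00620 (SD, n = 3) and 0.0692 ± 0.0126 (SD, n = 3). CAPN1 (from residue 650), a calcium-dependent protease, had 0.0727 ± 0.00429 (SD, n = 3) and 0.0111 ± 0.0164 (SD, n = 3), and was lower in −His medium (adjusted p = 0.0259, lower in 3 of 3 experiments). The others were VWA8, CACNA1A, a calcium channel subunit, and INPP4B (from residue 711, another D-site of this gene). MYO1D is in the E320K hit list, and the other 5 are in none.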

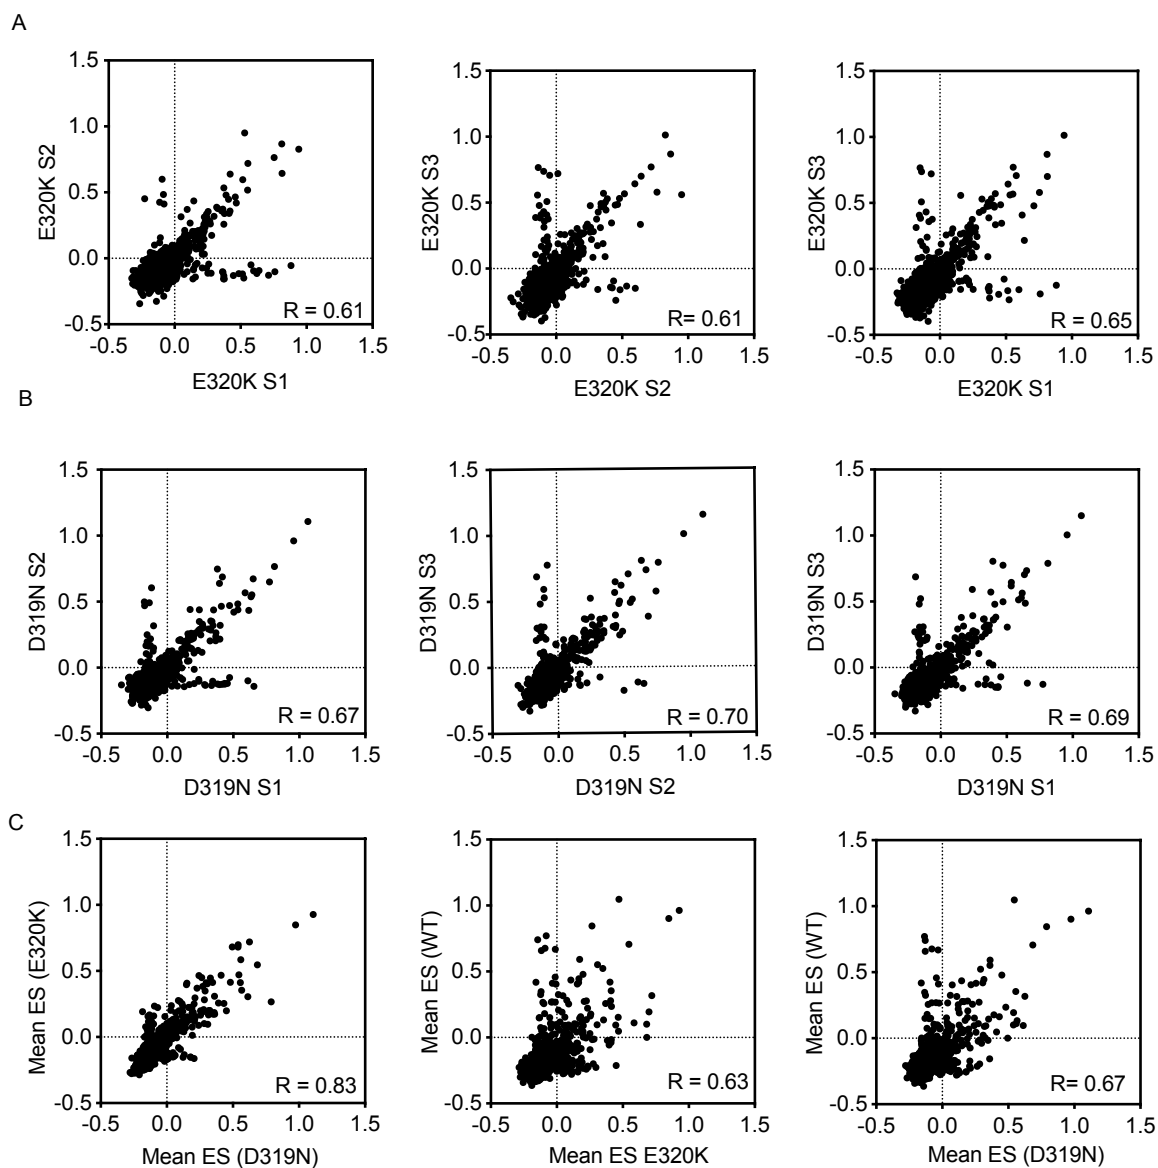

Figure S2. Y2H screen reproducibility and comparisons between screens. A-B, ES correlations for each pairwise combination of three independent replicate screens with ERK2 E320K (A) and D319N (B). Each datapoint is a single sequence in the Y2H library. C, pairwise correlations of the mean ES score for each library component between the three screens. Pearson R is shown for all correlations.

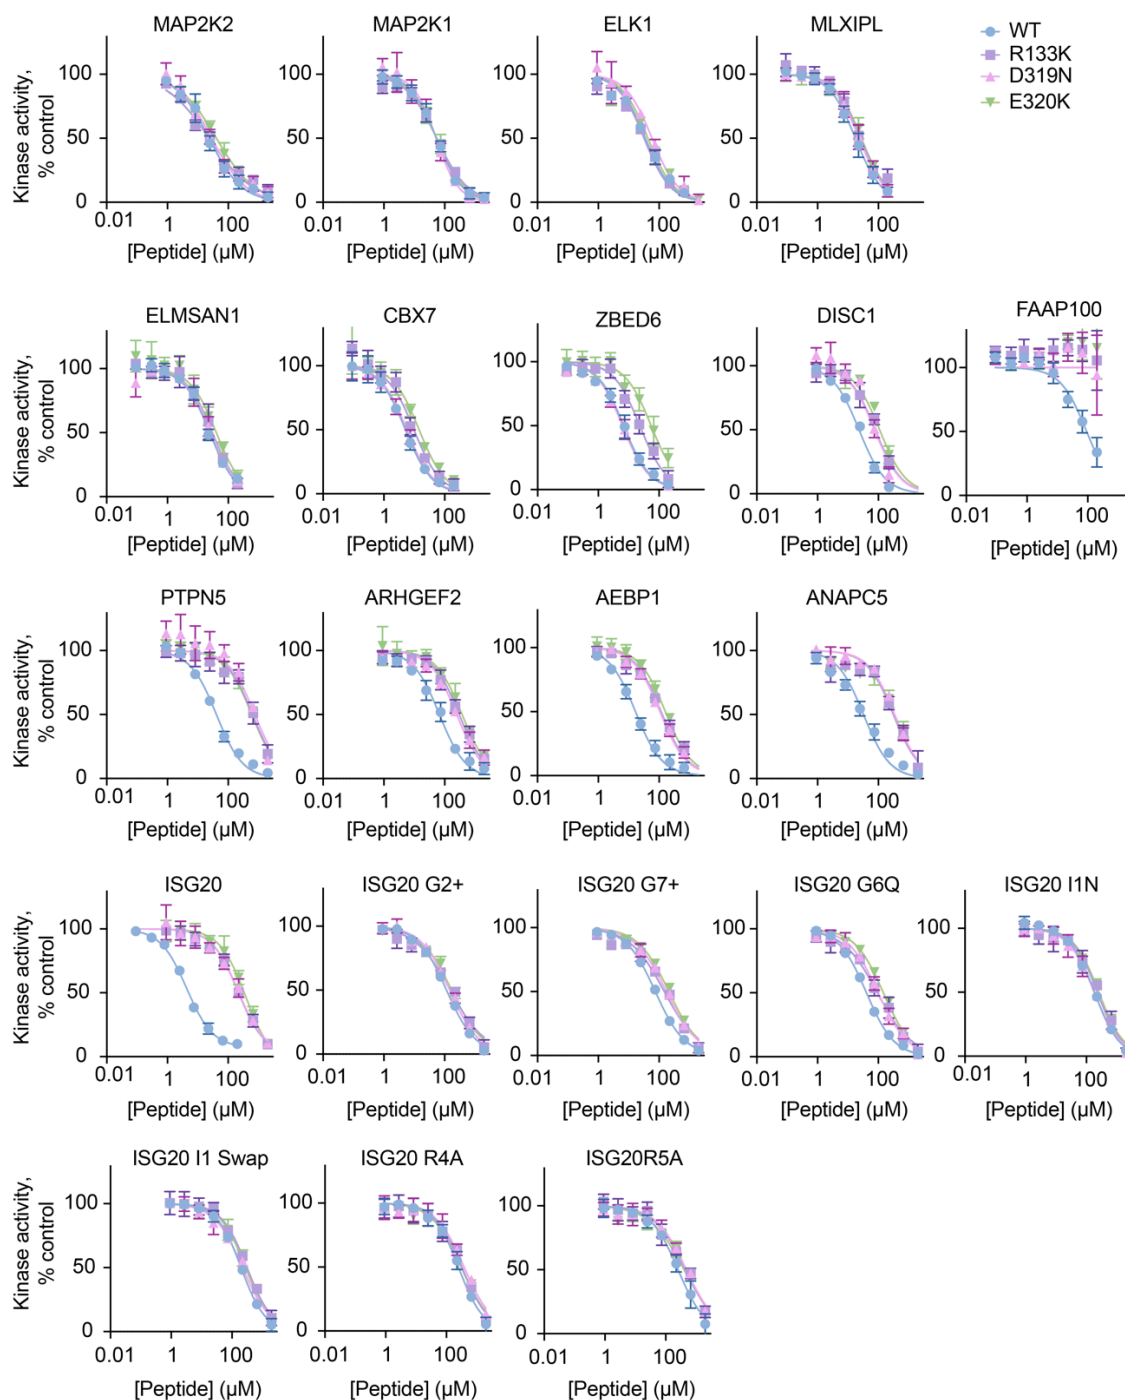

Figure S3. D-peptide kinase inhibition assay dose-response curves. Dose-response curves for indicated D-peptides for competitive inhibition of ERK WT(blue, circle), R133K (purple, square), D319N (pink, upward triangle), or E320K (green, downward triangle). Data points represent the mean from three replicate experiments. Error bars represent SD. Calculated IC_{50} values are tabulated in Table 1 and Table S1 and were used for the bar graphs in Fig. 3A and Fig. 4D.

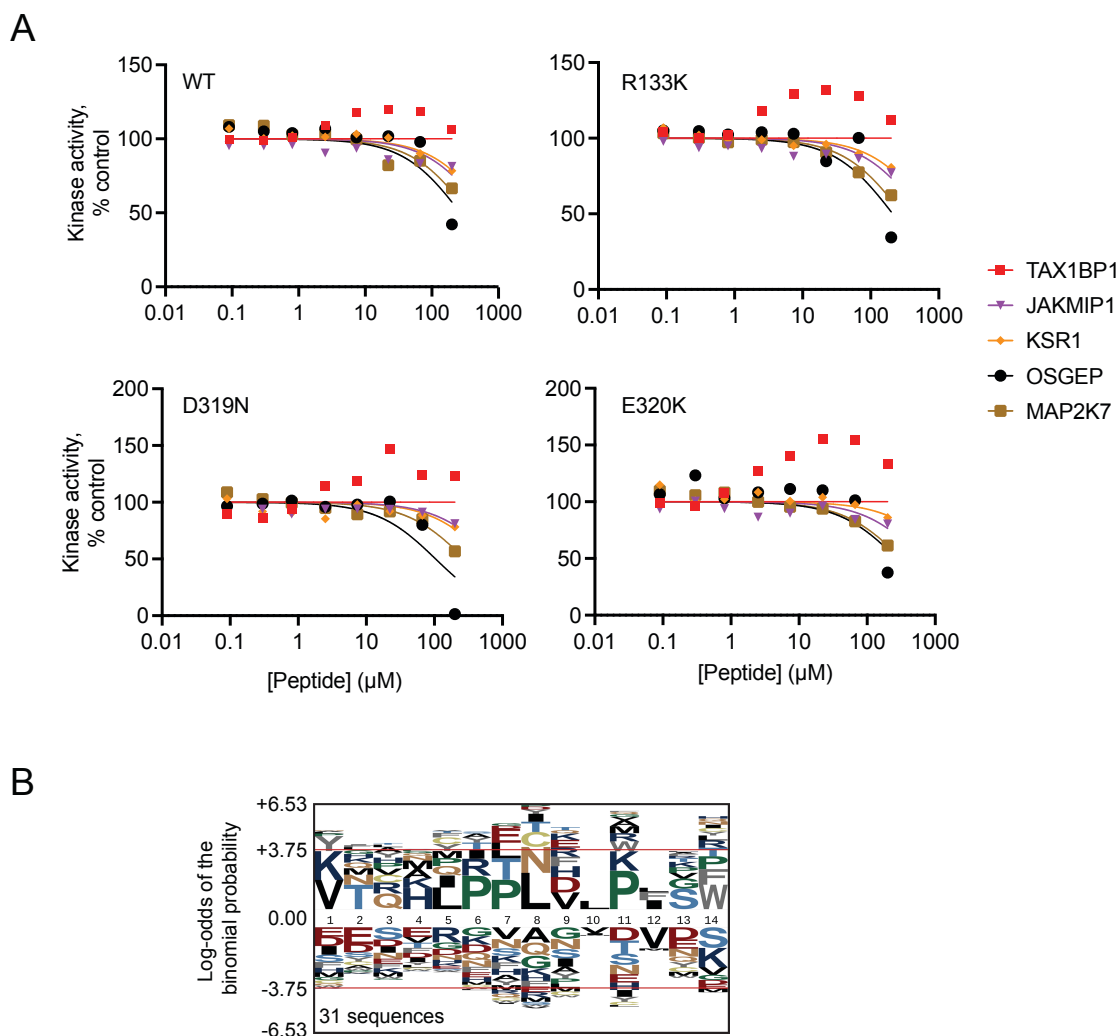

Figure S4. D-peptide kinase inhibition assay dose-response curves for mutant-specific hits. A, Dose-response curves for ERK2 WT or mutant kinase activity inhibition by D-peptides representing gained interactors in the Y2H screens with mutant ERK2. B, Probability logo generated from multiple sequence alignment of the 31 hit sequences common to D319N and E320K ERK2 mutants only.

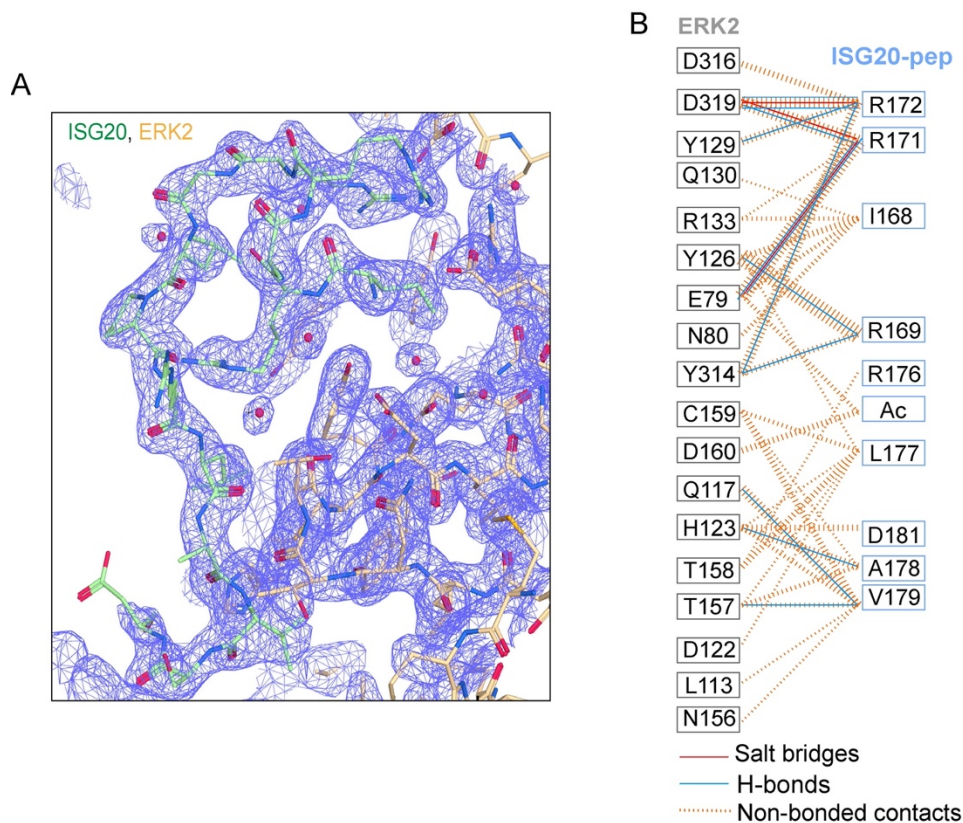

Figure S5. ISG20-pep interactions with ERK2 CD pocket. A, Sigma A weighted 2Fo-Fc map depicting the electron density contoured at 1.03 sigma in the interaction region between ISG20-pep (green) and the ERK2 docking pocket (beige), visualized using moorhen.org. B, Map summarizing ERK2-ISG20-pep intermolecular interactions (generated with PDBsum).

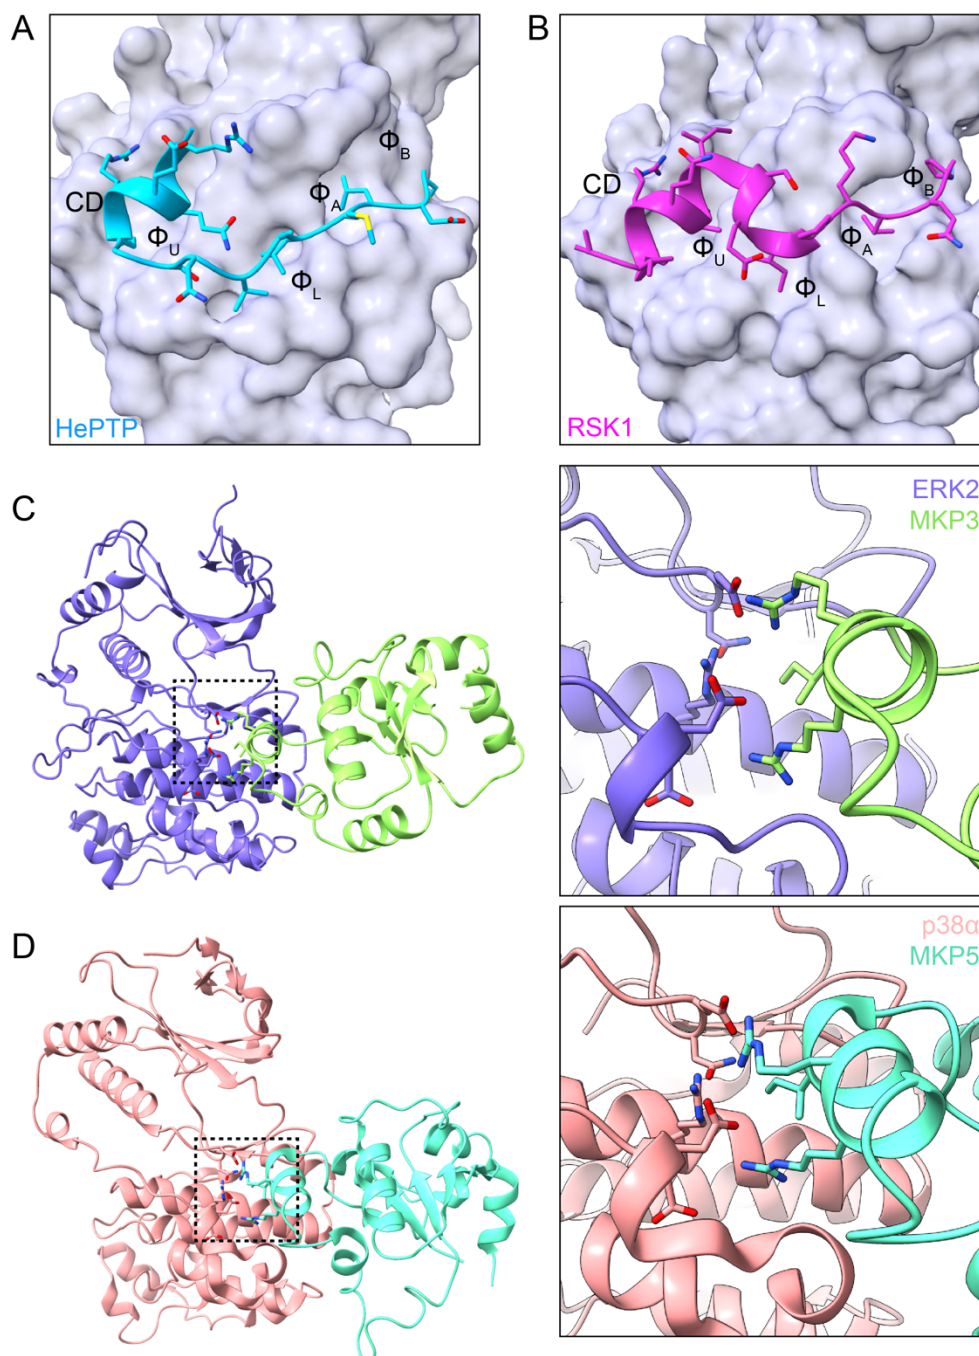

Figure S6. Interaction modes of I/L-x-xR-R motifs with ERK2. A, Structure of RSK1-pep in complex with ERK2 (PDB entry 3TEI). B, ERK2 in complex with HEPTP-pep (2GPH). C, AlphaFold3 (1) model of ERK2 bound to the N-terminal kinase binding domain of MKP3/DUSP6. D, X-ray crystal structure of p38 α bound to the N-terminal kinase binding domain of MKP5/DUSP10 (3TG1).

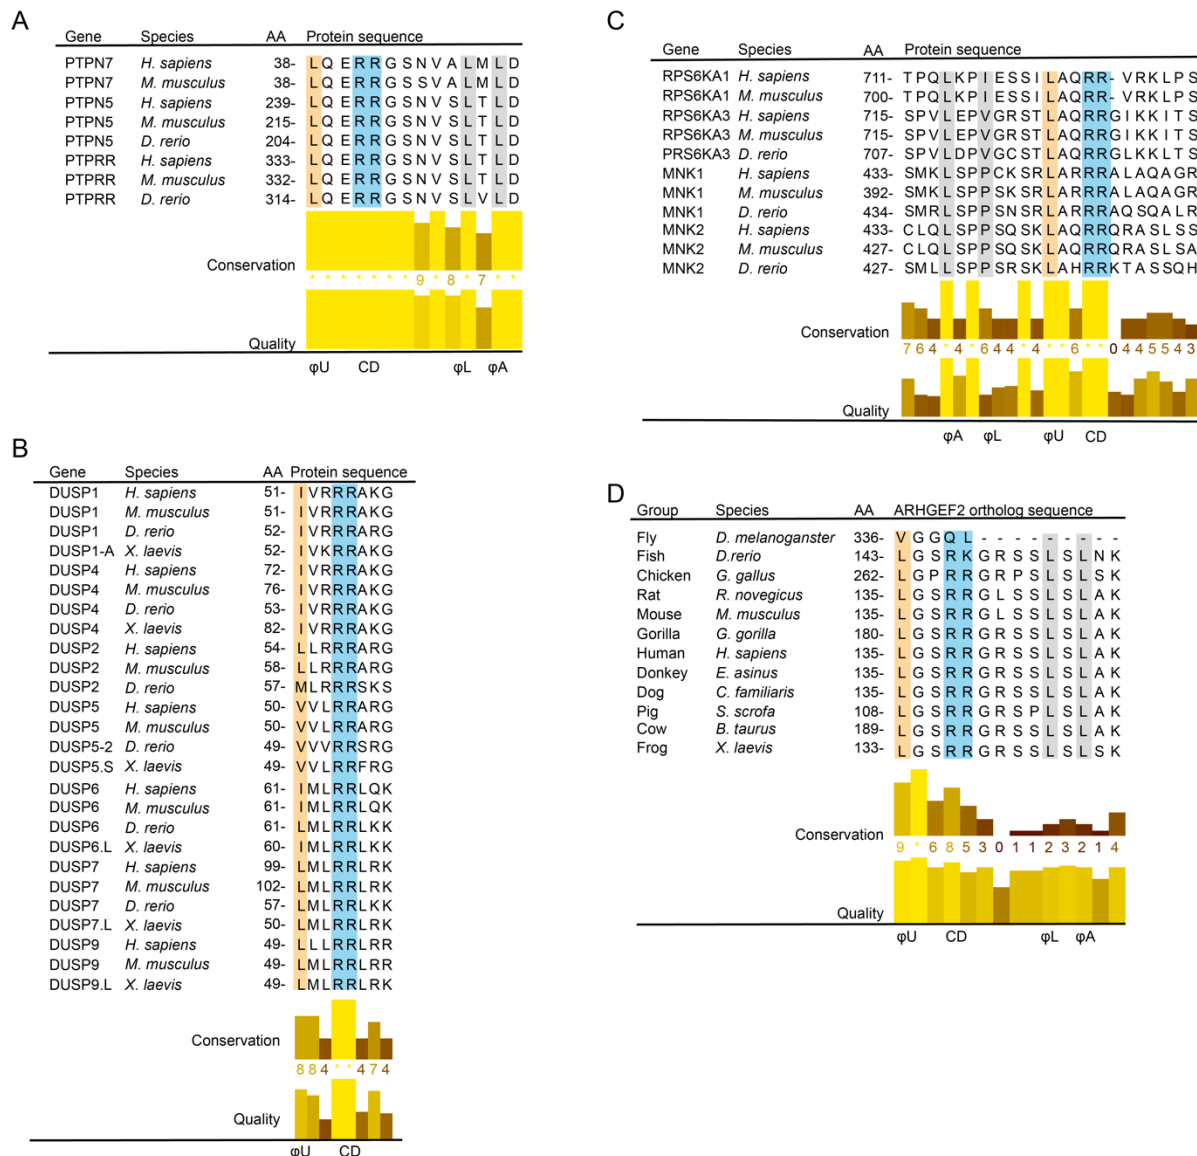

Figure S7. I/L-x-x-R-R motif sequence conservation. Clustal Omega sequence alignments (2,3) of I/L-x-x-R-R regions of ERK binding partners from the indicated species. A, ERK specific protein tyrosine phosphatases. B, Dual specificity phosphatases. C, RSK family ERK substrates. D, ARHGEF2/GEF-H1 orthologs.

Table S1. IC₅₀ values from competitive kinase binding assay.

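The table gives the concentration of each synthetic D-peptide that inhibits by 50% the phosphorylation of a docking-dependent reporter peptide by each ERK2 form, with the paper's 95% interval from 3 experiments. A higher value means weaker competition. From the paper's values, the ratio of mutant to WT IC_50_ was computed with an interval that treats both as independent on the log scale. For 6 peptides from WT-only hits (AEBP1, ANAPC5, ARHGEF2, DISC1, MLXIPL and PTPN5) the median ratio was 5.30 for R133K, 5.99 for D319N and 7.60 for E320K. For 5 peptides from hits with 1 or both mutants (CBX7, ELK1, ELMSAN1, MAP2K1 and MAP2K2) it was 1.13, 1.02 and 1.67. Taken relative to the ratio of ELK1, the WT-only median for R133K was 3.20. ISG20, a WT-only hit measured elsewhere in the paper, is not in this table and not in these medians. For D319N, the ratios of the 6 WT-only peptides ranged from 14.3 for PTPN5 (interval 11.1 to 18.4) to 1.44 for MLXIPL, a glucose-responsive transcription factor (interval 1.13 to 1.84). FAAP100 reached no IC_50_ with the mutants up to 200 μM, so its ratio is at least 2.17. The ZBED6 peptide, whose sequence is in none of the hit lists, had 0.912 (interval 0.753 to 1.10) for R133K, 3.38 for D319N and 8.24 for E320K. The interval lay above 1 for 7 of 12 measured peptides with R133K, 8 with D319N and 10 with E320K. These ratios were not tested, since the table gives no single experiments. From the IC_50_ values, the paper concludes that D-sites selected by WT ERK2 alone generally bind less tightly to the CD site mutants.

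**Figure D5:**
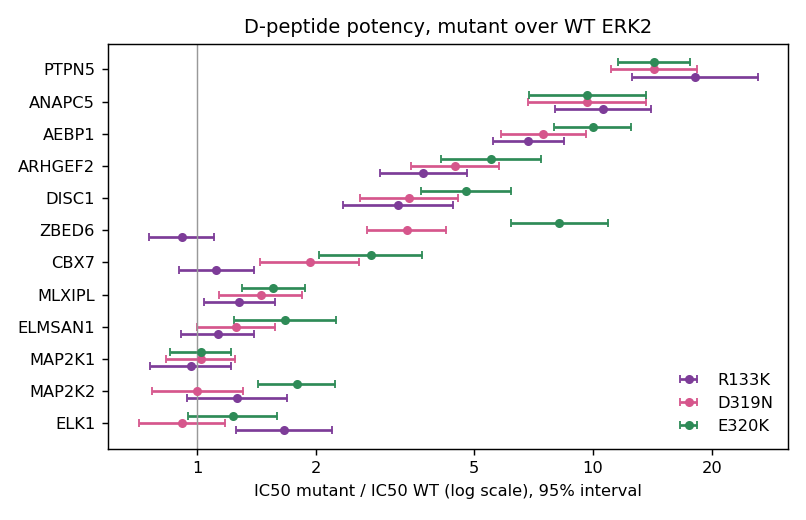
Ratio of mutant to WT IC_50_ (log axis) of each D-peptide for ERK2 R133K, D319N and E320K, with 95% intervals from the paper's intervals. FAAP100, whose ratio is only known to be at least 2.17, is not drawn. The medians of WT-only peptides were 5.30, 5.99 and 7.60.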

Peptide	Sequence	ERK2							
		WT		R133K		D319N		E322K	
		IC ₅₀<br>(μ M)	95% CI	IC ₅₀<br>(μ M)	95% CI	IC ₅₀<br>(μ M)	95% CI	IC ₅₀<br>(μ M)	95% CI
AEBP1	LQRRRLQHRLRLRA	16	14.4-19.3	110	92.1-123	120	94.9-142	160	135-189
ANAPC5	LMERRRLNQLLLPL	32	26.2-40.2	340	285-411	310	239-408	310	239-407
ARHGEF2	LGSRRGRSSLSLAK	67	55.7-81.3	250	211-295	300	253-358	370	299-467
CBX7	RKRGP KPKRLLLQR	5.1	4.35-6.08	5.7	4.99-6.62	9.8	7.74-12.3	14	11.3-18.6
DISC1	LRNRRQMEVISLRL	23	20.1-26.5	74	55.7-99.1	79	61.1-101	110	87.7-137
ELK1	KGRKPRDLELPLSP	35	30.4-42.1	58	46.6-73.0	32	26.3-38.6	43	35.1-52.5
ELMSAN1	PKQRPRPEPLIPT	24	21.8-27.7	27	23.0-32.7	30	24.8-36.4	40	30.8-53.3
FAAP100	LCARRGLYCLSLDH	92	72.4-118	>200	-	>200	-	>200	-
MAP2K1	SMPKKKPTPIQLNP	54	47.4-61.1	52	42.9-63.9	55	46.8-63.9	55	48.3-61.6
MAP2K2	ARRKPVLPAITNP	23	19.6-28.2	29	22.9-36.0	23	19.2-28.2	41	35.7-46.5
MLXIPL	SPKWKNFKGLKLLC	18	15.4-20.1	23	19.8-27.0	26	21.2-31.7	28	24.4-31.4
PTPN5	GLQERRGSNVSLTL	42	35.9-46.4	760	538-1070	600	509-783	600	505-704
ZBED6	IKGKRRRKKLILAK	6.8	5.96-7.88	6.2	5.45-7.09	23	19.3-27.9	56	42.9-70.4

Table S2. WT-selective sequences ranked by differential ES. Mutant ES is the combined average ES from the D319N and E320K screens.

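The table ranks D-sites by the paper's ES with WT ERK2 minus the mean ES of both mutant screens. All 20 of its D-sites are WT-only hits in the complete lists. The search of the hit-list sequences for I/L-x-x-R-R found the motif in 12 and not in 8, and its marks matched the table's for every D-site. The printed sequences differ from the hit lists for ABCA7 (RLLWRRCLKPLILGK, listed as RLLWRRLKPLILGK) and TACC1 (RSKLRKPKVPLRK, listed as RSKLRKPKPVPLRK), and a search of the printed ones gave the same marks. Of the 12, the Arg pair was followed by Gly in 4, those of ISG20, PTPN5, PTPN7 and FAAP100. The motif-free D-sites included HAS3, ZNF675, a zinc finger protein, and BAZ1A, a chromatin remodelling subunit. Of the 20, TNRC18, HAS3 and TACC1 were also among the reads analysed for ERK2 D319N.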

Gene name	Start residue	Sequence	HePTP motif	Arg-Arg-Gly	WT ES - mutant ES
ANAPC5	57	LMERRRLNQLLLPL	+	-	0.878
AEBP1	1021	LQQRRLQHRLRLRA	+	-	0.878
GLB1L3	14	CLSWKRMAGIFFLP	-	-	0.781
ISG20	169	IRARRGLPRLAVSD	+	+	0.761
PTPN5	242	GLQERRGSNVSLTL	+	+	0.577
LIG3	52	PLFLRRKPVLSFQG	+	-	0.487
PTPN7	41	RLQERRGSNVALML	+	+	0.474
FAAP100	82	LCARRGLYCLSLDH	+	+	0.450
ANKRD12	1111	RLRNRNCLELKIKD	-	-	0.443
ZNF675	189	TRHERNYTKVNFCK	-	-	0.359
TNRC18	1996	LWTRRRSERIFLHD	+	-	0.332
ASPM	1508	LYKRRKESILTIQK	+	-	0.329
HAS3	68	RRMRRAGQALKLPS	-	-	0.310
POLR3C	361	GSRCARIFRLVLQK	-	-	0.285
KLC2	62	ILLRRSLEAIELGL	+	-	0.282
ABCA7	285	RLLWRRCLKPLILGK	+	-	0.266
ZNF493	630	HLSRHKIIHIGIHT	-	-	0.221
DISC1	343	LRNRRQMEVISLRL	+	-	0.195
TACC1	229	RSKLRKPKVPLRK	-	-	0.162
BAZ1A	275	RRRGRPPKRIHISQ	-	-	0.150

Table S3. Oligonucleotides used in this study.

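The oligonucleotides include the PCR primers that turned the D-site region of each yeast culture into a sequencing library. In the deposited primer list the forward primers carried inline barcodes and the reverse primers carried indexes. For ERK2 D319N, the reverse index was TATAAT at the start, TCATTC at 3.6 doublings and TCCCGA at 7.2 doublings in all 3 experiments. Forward barcodes repeated between experiments, with CGATG for the start of experiments 1 and 3. The list held no read counts.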

Sequence	Description
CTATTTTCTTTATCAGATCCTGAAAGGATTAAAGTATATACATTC	QuikChange rat ERK2<br>R133K forward
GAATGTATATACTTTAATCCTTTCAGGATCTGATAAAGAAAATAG	QuikChange rat ERK2<br>R133K reverse
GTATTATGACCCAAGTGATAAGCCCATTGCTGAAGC	QuikChange rat ERK2<br>E320K forward
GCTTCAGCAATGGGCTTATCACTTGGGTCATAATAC	QuikChange rat ERK2<br>E320K reverse
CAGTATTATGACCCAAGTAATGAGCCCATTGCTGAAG	QuikChange rat ERK2<br>D319N forward
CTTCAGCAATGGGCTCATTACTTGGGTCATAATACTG	QuikChange rat ERK2<br>D319N reverse
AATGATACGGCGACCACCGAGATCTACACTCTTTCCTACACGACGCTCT<br>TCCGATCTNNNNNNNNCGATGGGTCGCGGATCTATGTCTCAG	Illumina Hi Seq_F1
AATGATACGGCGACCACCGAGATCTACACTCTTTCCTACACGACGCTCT<br>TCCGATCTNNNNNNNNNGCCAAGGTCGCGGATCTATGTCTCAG	Illumina Hi Seq_F2
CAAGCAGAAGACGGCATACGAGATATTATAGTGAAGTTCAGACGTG<br>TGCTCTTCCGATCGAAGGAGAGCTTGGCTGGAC	Illumina Hi Seq_R1<br>i7index R744
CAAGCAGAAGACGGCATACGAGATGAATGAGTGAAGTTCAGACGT<br>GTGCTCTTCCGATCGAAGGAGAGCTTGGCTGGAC	Illumina Hi Seq_R2<br>i7index R745
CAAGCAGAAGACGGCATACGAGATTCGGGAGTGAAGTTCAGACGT<br>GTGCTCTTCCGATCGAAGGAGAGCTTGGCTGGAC	Illumina Hi Seq_R3<br>i7index R746
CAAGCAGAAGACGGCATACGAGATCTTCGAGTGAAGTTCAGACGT<br>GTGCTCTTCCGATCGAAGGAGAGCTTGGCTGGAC	Illumina Hi Seq_R4<br>i7index R747
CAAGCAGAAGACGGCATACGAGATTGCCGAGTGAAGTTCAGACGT<br>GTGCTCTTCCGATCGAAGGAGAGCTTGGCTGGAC	Illumina Hi Seq_R5<br>i7index R748

Supporting datasets

Dataset S1. Illumina sequencing reads and calculated ES for Y2H screens.

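For each D-site the dataset lists reads of 5 libraries per experiment and the paper's ES for −His and +His medium. In the part analysed, the paper's ES was compared with slopes recomputed from the reads. With a line forced through the origin, the standard deviation of the difference over the 1858 D-sites was 3.88e-05 to 0.000694 per doubling across the 6 cultures. With a fitted intercept it was 0.00470 to 0.0125. The mean offset of the −His cultures from the slope through the origin was −0.110, −0.0939 and −0.0983 in experiments 1, 2 and 3. The recomputed frequencies refer to reads of the listed part and the paper's to all sequences, which shifts every D-site of a culture alike. With the slope through the origin, 88 listed D-sites were higher and 24 lower in −His than in +His medium by limma. EPM2A and KIAA0556 were among the higher D-sites under both slopes.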

Dataset S2. Hit sequences from Y2H screens.

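The lists hold D-sites with a Z-score above 3 in the WT, D319N and E320K screens, each matched here by gene, first residue and sequence. They fell into 39 D-sites of WT alone, 70 of all 3 screens, 8 of WT and D319N, 4 of WT and E320K, 31 of both mutants, 18 of D319N alone and 48 of E320K alone. Of these, 31 D-sites were among the reads analysed for ERK2 D319N, and 20 of them were higher in −His than in +His medium. The D319N hits among the 31 had been chosen by the −His score of the same experiments. The E320K-only hits had 11 D-sites there, of which 4 were higher with D319N. TAPBP (from residue 40), the peptide-loading chaperone tapasin, had a difference of 0.215 (SE 0.0274, adjusted p = 0.00126 from limma, higher in 3 of 3 experiments). SRGAP3 (from residue 489) had 0.145 (adjusted p = 0.00295, and 0.0886 without experiment 3). RAMP2 had 0.112 (adjusted p = 0.00242, and 0.0820 without experiment 3). SBF1 had 0.108 (adjusted p = 0.0161, 0.0831 without experiment 1 and 0.157 without experiment 3). The paper's median Z-score of the E320K-only hits was 3.55.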

Dataset S3. Autoradiography quantification

Supporting References

1. Abramson, J., Adler, J., Dunger, J., Evans, R., Green, T., Pritzel, A., Ronneberger, O., Willmore, L., Ballard, A. J., Bambrick, J., Bodenstein, S. W., Evans, D. A., Hung, C. C., O'Neill, M., Reiman, D., Tunyasuvunakool, K., Wu, Z., Zemgulyte, A., Arvaniti, E., Beattie, C., Bertolli, O., Bridgland, A., Cherepanov, A., Congreve, M., Cowen-Rivers, A. I., Cowie, A., Figurnov, M., Fuchs, F. B., Gladman, H., Jain, R., Khan, Y. A., Low, C. M. R., Perlin, K., Potapenko, A., Savy, P., Singh, S., Stecula, A., Thillaisundaram, A., Tong, C., Yakneen, S., Zhong, E. D., Zielinski, M., Zidek, A., Bapst, V., Kohli, P., Jaderberg, M., Hassabis, D., and Jumper, J. M. (2024) Accurate structure prediction of biomolecular interactions with AlphaFold 3. *Nature* **630**, 493-500
2. Goujon, M., McWilliam, H., Li, W., Valentin, F., Squizzato, S., Paern, J., and Lopez, R. (2010) A new bioinformatics analysis tools framework at EMBL-EBI. *Nucleic Acids Res.* **38**, W695-699
3. Troshin, P. V., Procter, J. B., and Barton, G. J. (2011) Java bioinformatics analysis web services for multiple sequence alignment--JABAWS:MSA. *Bioinformatics* **27**, 2001-2002

How the deposited data were processed for this re-analysis (not part of the article)

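The study screened a pool of 11756 docking sequences (D-sites) placed in ELK1 against ERK2 D319N and ERK2 E320K in a yeast 2-hybrid growth assay. Of 23 samples in the series, 18 were matched to a line in the deposited primer list (3 experiments and 3 time points for each mutant). The 5 samples of the starting library were not matched to a line. The only deposited file read here is that list, which gives the time point, growth condition and primers of each library and no measurement. The measurements came from the paper's supplement. The authors counted reads per D-site, divided by the total reads of the library and fitted ln(F_t_/F_0_) against population doublings. The aligner or matching tool behind the read counts is not given in the sources used here. Read counts per D-site of the ERK2 D319N screen were taken from Dataset S1 for its first 1858 D-sites. Hit lists with the authors' Z-scores came from Dataset S2, which is complete, IC_50_ values in μM from Table S1, ranked D-sites from Table S2 and band densities from Dataset S3. ERK2 E320K read counts and reads of the remaining D-sites were not analysed here.

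Scores were computed as the slope of ln(F_t_/F_0_) at 0, 3.6 and 7.2 doublings with a fitted intercept, and centred on the median of the listed D-sites in each culture. D-sites needed at least 50 start reads, which every listed D-site had, and no read count was 0. The 3 cultures in −His were compared with the 3 in +His medium by limma 3.58.1 (lmFit and eBayes, with trend and robust off) in R 4.3.3, with Benjamini-Hochberg adjustment over 1858 D-sites and a threshold of 0.05. Whether the experiment numbers pair the cultures was checked by correlating −His with +His scores. Same-number pairs had r of 0.113, 0.0809 and 0.109, and other pairs −0.0873 to −0.00568. Both cultures of an experiment share its start library, and the experiment as a block was run as an alternative. A Z-score above 3 was counted on the mean score of 3 experiments, with mean and standard deviation over the listed D-sites. Hit lists were matched by identifier, first residue and sequence. Shares have 95% Clopper-Pearson intervals, and features of hits were compared by two-sided Fisher's exact tests. Peptides of Table S1 were assigned to lists by gene and sequence. The sequences printed there for AEBP1 (LQRRRLQHRLRLRA), ELMSAN1 (PKQRPRPEPLIPT) and MAP2K2 (ARRKPVLPAITNP) differ from the hit lists by 1 or 2 residues, and those of the lists were used (LQQRRLQHRLRLRA, PKQRPRPEPLIIPT and ARRKPVLPALTINP). D-sites of Table S2 were matched by gene and first residue, and the sequence of the hit list was used, which differs from the printed one for ABCA7 and TACC1. Kinase assay densities were compared with WT in the same replicate by exact sign-flip tests on the log2 ratio, for which 3 replicates allow no p below 0.25. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.

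The depth of the listed part is given by the median reads per D-site, which ranged from 181 in −His medium at 7.2 doublings to 5603 at the start. The test was also run on simulated data, in which scores were added to 200 of 1858 D-sites. An added score of 0.05 was called in 22% of cases, 0.1 in 96%, and 0.2 and 0.4 in 100%. Of 164 calls, 5 were of unchanged D-sites (3.05%). The simulation gave every D-site the same spread between experiments in a medium, computed without the most variable D-sites. Some real D-sites vary more. INSR had an SD of 0.406 in −His medium and a difference of 0.217, and was not called. The simulated shares can thus look better than those of the real data.

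The main comparisons, their tests and their alternatives were set before their results were seen, but after the supplementary tables with the values had been seen. The alternative that leaves out D-sites above a Z-score of 3 in 1 experiment alone, the slope through the origin for Pearson's r, the tests on those D-sites, the tests on called D-sites in no hit list, the motif counts for hits of a single mutant or of 1 or both and the search of the printed sequences were chosen after seeing the data. The supplementary tables had been seen when the choices were made. The rule for D-sites to name covered those the paper names, the top 10 of each hit list, every hit-list D-site in the listed part, and there the 10 highest −His scores among called D-sites above the culture's median in all 3 experiments. The text prints part of these one by one and gives the others in counts. The highest +His scores and the extreme called D-sites outside the hit lists were named after their values were seen. Gene groups were set by symbol: MAPK cascade kinases (MAP2K, MAP3K, MAPK and RAF genes), phosphatases (DUSP, PTPN, PTPR), ERK substrates and effectors (ELK, RPS6KA, MKNK, ARHGEF2), adaptors and scaffolds (GAB, MAPK8IP, KSR, IRS), chromatin regulators (KMT2, NSD, SIN3, SMARC, BAZ, CBX, HDAC, KDM, BRD, L3MBTL, BANP) and zinc finger proteins (ZNF, ZBTB, ZBED). Alternatives for the scores were no centring, a minimum of 500 start reads (1845 D-sites), a slope through the origin, trend and robust settings, the block, and leaving out each experiment. For the Z-score count they were also the −His minus +His score, the median and MAD, the median experiment, and each experiment alone. Hit lists were also taken at a Z-score of at least 4, or 5 for WT, or by gene symbol, and IC_50_ ratios relative to ELK1. The score from the last time point alone equals the fitted slope by construction, and the setting with no minimum of start reads removes no D-site, so neither could move a result.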

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

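The tests on counting noise and docking sequence were chosen after the counts of called D-sites had been seen and before their own results were, and no test was run on the D-sites lower under selection.

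In the part of the ERK2 D319N screen analysed from reads, 107 D-sites had a higher score in −His than in +His medium and were in none of the 3 hit lists, so the paper does not discuss them. Their median difference was 0.0817 per doubling, from 0.0486 to 0.202. The largest was WIPF3 (0.202, SE 0.0197, adjusted p = 0.000266 from limma, higher in 3 of 3 experiments), a regulator of actin assembly. PIAS1, a SUMO ligase, had 0.142 (SE 0.0154, adjusted p = 0.000428), from a score of 0.0794 in −His and −0.0626 in +His medium. Both passed with any 1 experiment left out, while the count of higher D-sites, hits included, went from 127 to 62, 84 and 29 without experiment 1, 2 and 3 and to 67 without centring. Over the 107, the median difference was 17.8 counting standard errors. The choice by that difference enlarges it, but read counting alone would not give a median of this size. This argues against counting noise in the reads for the D-sites as a set. Noise from PCR or between cultures is not covered by it. A candidate explanation is binding that is too weak for the Z-score threshold and uses the Pro-containing docking sequences of the hits. A Pro at positions 7 to 9 was in 32 of the 107 (29.9%) and in 280 of the 1686 D-sites not called (16.6%), with p = 0.000917 from a two-sided Fisher's exact test. Growth effects of single D-sites that need selection but not ERK2 binding stay open, since no culture without ERK2 was analysed here.

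In the same part, 45 D-sites had a lower score in −His than in +His medium. Their median score was −0.0425 in −His and 0.0258 in +His medium. The largest difference was CCDC154 (−0.125, SE 0.0186, adjusted p = 0.00298 from limma, lower in 3 of 3 experiments, and adjusted p = 0.103 without experiment 3). Of the 45, 2 had a Pro at positions 7 to 9 (4.44%). The count was 6, 13 and 0 by limma without experiment 1, 2 and 3, with 131, 140 and 147 at an unadjusted p under 0.05, 24 with the slope through the origin and 580 without centring.

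The 10 splits of the 6 cultures into 3 and 3 are too few for a share under 0.05. The real split called 172 D-sites in both directions, was the 1 split with a count as large, and the highest of the others called 0 by limma. At an unadjusted p under 0.05 the real split had 511. The 3 other splits that part all 3 pairs of cultures from 1 experiment had 22 to 42, and the 6 that part 1 pair had 43 to 85.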

How the results depend on the processing

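The setting that leaves out D-sites above a Z-score of 3 in 1 experiment alone and the slope through the origin for Pearson's r were chosen after the result was seen, and the others before.

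The count of D-sites higher with ERK2 D319N in −His medium was 127, with 45 lower. Without centring it was 67 with 580 lower, since the median difference was then −0.0331. The slope through the origin gave 88 higher and 24 lower. Leaving out 1 experiment gave 29 to 84 higher and 0 to 13 lower, from 4 cultures in place of 6. The 0 lower by limma is without experiment 3, where 147 were lower at an unadjusted p under 0.05. A block, 500 start reads, trend and robust, and the added setting gave 129 to 152 higher and 49 to 50 lower.

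The 22 D-sites with a Z-score above 3 became 57 with the median and MAD, and 10 when each experiment had to pass alone, a stricter rule by construction. Of 31 D-sites of the hit lists tested, 7 lost their call without experiment 3 and 1 without experiment 1, and none lost it without centring, under the block, the slope through the origin, trend and robust, or 500 start reads. Without centring, CHUK (−0.0681) and ATP10A (−0.0526) were called lower, and MED6 (0.279) higher. Differences turned negative for ELANE (−0.0240) and an E320K-only D-site (−0.0269) without centring, for the latter also without experiment 2. With 1 experiment left out, that D-site ranged from −0.00204 to 0.0135, INSR from −0.0179 to 0.336 and DMD from −0.00686 to 0.306, both lowest without experiment 1. None of these 4 had passed the test, and the cause was not tested.

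The mean of Pearson's r between experiments was 0.636, and 0.610 to 0.638 in other settings. The share of WT-only hits was 32.2%, and 31.3 to 40.9% at other Z-score thresholds or by gene symbol, within its interval. The motif, Pro and Arg differences kept their direction and side of the threshold in every setting run. Relative to ELK1, the median IC_50_ ratios were 3.20 for R133K, 6.55 for D319N and 6.19 for E320K, where R133K had 5.30 without that reference. In the kinase assay with 1 replicate left out, ELK1 phosphorylation as percent of WT was 99.2 to 124 for R133K (99.2 without replicate 2) and 69.3 to 108 for E320K (108 without replicate 3). With ELK1 ΔD and R133K it was 98.1 to 105 (98.1 without replicate 1). The cause was not tested. The last time point alone and no minimum of start reads could not move a result, and the latter was not run.

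Reads were fewest in −His medium at 7.2 doublings, with a median of 181 to 553 per D-site. Added scores of 0.05 were called in 22% of simulated cases.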

Differences from the paper's values

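The slope through the origin for Pearson's r and the motif count over hits with 1 or both mutants were chosen after the results were seen. All other settings below were fixed before their results were seen, but after the supplementary tables had been seen.

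Pearson's r of −His scores between ERK2 D319N experiments was 0.584 for experiments 1 and 2, where the paper's is about 0.67 in Fig. S2B, read by eye. It was 0.682 for 2 and 3, where the paper's is about 0.70 in Fig. S2B, read by eye, and 0.642 for 1 and 3, where the paper's is about 0.69 in Fig. S2B, read by eye. The paper's cover the whole library and these the first 1858 D-sites, a narrower group. With 500 start reads all 3 still differ, and the last time point alone gives the same scores by construction. With the slope through the origin, chosen for r after seeing the values, r was 0.561 for 1 and 2, 0.653 for 2 and 3, and 0.617 for 1 and 3.

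In the listed part 22 D-sites had a Z-score above 3, and the paper's count there is 14. The paper's Z-scores use the mean and standard deviation of the whole library, and these use the listed part. The count no longer differs by over 1.5 times with −His minus +His scores (21), each experiment alone (10), the median experiment (20), or without experiment 1 (21) or 2 (20). It still does with the slope through the origin (23), the last time point (22), the median and MAD (57) and without experiment 3 (24).

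For 7 D-sites the mean centred −His score differs from the paper's ES centred the same way by more than the spread of experiments. The values are 0.611 for EPM2A (the paper's 0.492), 0.231 for IRS4 (the paper's 0.186), 0.423 for MAP2K7 (the paper's 0.341) and 0.207 for B4GALT5 (the paper's 0.162). They are 0.566 for KIAA0556 (the paper's 0.460), 0.364 for CBX7 (the paper's 0.277) and 0.2502 for ANK1 (the paper's 0.201). With the slope through the origin none of the 7 differs.

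The paper counts MLXIPL among the top hits common to the screens. In the hit lists its D-site is in the WT list alone, at rank 77 with the paper's Z-score of 4.60, while CBX7 and ELMSAN1, named with it, are in all 3 lists. Its IC_50_ ratios of 1.28 for R133K, 1.44 for D319N and 1.56 for E320K are the lowest of the WT-only peptides. The paper lists INSR, CPED1 and MED6 as D319N hits. Their Z-scores from the reads, 4.62, 7.93 and 6.25, are also above 3, but by limma against +His medium they did not pass. CPED1 passed with the experiment as a block or without experiment 1, MED6 with the block, without centring or without experiment 2, and INSR in no setting run.

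The paper calls Pro-containing signatures absent from the WT-only hits. Its statement comes from an analysis of over-represented residues, and presence is counted here, with Leu or Ile allowed in the motifs. Of 39, 8 had a Pro at positions 7 to 9 and 2 had P-x-x-L/I-x-L/I, while none had P-x-L/I-x-L/I. Such a Pro was also in 280 of the 1686 listed D-sites not called with D319N (16.6%). The 8 are thus no sign of over-representation and do not contradict the paper. The paper describes the hits without I/L-x-x-R-R as common to WT and either mutant. Its count of 70 matches the D-sites in all 3 lists, and 82 were shared with 1 or both mutants, also none with the motif. Of 179 D-sites that were hits with 1 or both mutants, 1 held it, that of GNAS (from residue 159, ALPLRRLCHLSLME), in the D319N list alone.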

Other observations

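The tests on D-sites above a Z-score of 3 in 1 experiment were chosen after the result was seen, and those on basic residues before.

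The change between samplings was not even. Over all listed D-sites of the ERK2 D319N screen, ln(F_t_/F_0_) in −His medium at 3.6 doublings correlated with that in +His medium at 3.6 doublings (r = 0.512, 0.439 and 0.570 in experiments 1, 2 and 3, across D-sites). With −His medium at 7.2 doublings r was 0.265, 0.205 and 0.293. These pairs share a start library, which adds to r.

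Band densities of kinase reactions were given for constructs of GEF-H1 and ELK1. Phosphorylation of GEF-H1, the product of ARHGEF2, was 51.4 ± 10.4% of WT with R133K, 28.8 ± 7.89% with D319N and 27.6 ± 7.98% with E320K (SD, n = 3 replicates), and 38.3 ± 15.4% with WT and a competing D-peptide. Each was below WT in 3 of 3 replicates (exact sign-flip test, p = 0.25, the smallest that 3 pairs allow). For ELK1 it was 113 ± 25.0% with R133K (exact p = 0.75), 76.0 ± 17.5% with D319N (exact p = 0.25) and 90.7 ± 39.6% with E320K (exact p = 0.75). For ELK1 ΔD, a mutant with an impaired D-site, it was 101 ± 7.00% with R133K (exact p = 0.75), 71.8 ± 15.9% with D319N and 78.1 ± 19.2% with E320K (exact p = 0.25 for both). WT with the D-peptide gave 53.8 ± 11.8% for ELK1 and 91.1 ± 14.3% for ELK1 ΔD (exact p = 0.25 and 0.5). The mean for R133K was 99.2% with ELK1 without replicate 2 and 98.1% with ELK1 ΔD without replicate 1, and that for E320K with ELK1 was 108% without replicate 3. Whether the mutants differ between substrates was not tested.

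A hypothesis is that binding under selection favours basic D-sites. The number of Lys and Arg residues correlated with the −His score at Spearman's rho of 0.269, 0.215 and 0.192 in experiments 1, 2 and 3, across D-sites, so the lowest was 0.192. An effect of composition on growth or amplification whatever the medium is argued against, since rho with the +His score was −0.158, −0.1504 and −0.243 and the smallest difference between media was 0.365. The median −His score was −0.0116 for D-sites with 0 to 2 basic residues, 0.0122 with 4 and 0.00678 with 6 or over. An effect of composition that appears in −His medium alone, without binding, stays open.

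Of the listed D-sites, 14 were above a Z-score of 3 in 1 experiment alone, among them INSR, DMD and NR1I2, a nuclear receptor. The median gap to the higher of the other experiments was 18.7 counting standard errors, and the lowest was 2.71. The D-sites were chosen for standing out, but read counting alone would not give a median gap of this size. This argues against counting noise in the reads for the 14 as a set, not for each D-site. Cultures differ by more than counting, and the gap does not cover that. An error of the last library alone cannot be told apart from a change already under way. At 3.6 doublings the median difference from the mean of the other experiments was 0.0829, above 0 in 10 of 14 D-sites (exact sign test, p = 0.180). Yeast clones with a second change that restores growth could give such a pattern and were not tested, as no design group separates them.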
